# Macrophages promote the progression of premalignant mammary lesions to invasive cancer

**DOI:** 10.18632/oncotarget.14913

**Published:** 2017-01-31

**Authors:** Emily C. Carron, Samuel Homra, Jillian Rosenberg, Seth B. Coffelt, Frances Kittrell, Yiqun Zhang, Chad J. Creighton, Suzanne A. Fuqua, Daniel Medina, Heather L. Machado

**Keywords:** inflammation, macrophage, early stage lesion, breast cancer progression, mammary

## Abstract

Breast cancer initiation, progression and metastasis rely on a complex interplay between tumor cells and their surrounding microenvironment. Infiltrating immune cells, including macrophages, promote mammary tumor progression and metastasis; however, less is known about the role of macrophages in early stage lesions. In this study, we utilized a transplantable p53-null model of early progression to characterize the immune cell components of early stage lesions. We show that macrophages are recruited to ductal hyperplasias with a high tumor-forming potential where they are differentiated and polarized toward a tumor-promoting phenotype. These macrophages are a unique subset of macrophages, characterized by pro-inflammatory, anti-inflammatory and immunosuppressive factors. Macrophage ablation studies showed that macrophages are required for both early stage progression and primary tumor formation. These studies suggest that therapeutic targeting of tumor-promoting macrophages may not only be an effective strategy to block tumor progression and metastasis, but may also have critical implications for breast cancer prevention.

## INTRODUCTION

Inflammation is a critical component of the tumor microenvironment that is required for tumor progression. While the immune system is a driving force against tumor initiation, anti-tumor immune responses may be subverted to allow for tumor formation and progression. Infiltrating inflammatory cells, including macrophages, promote tumor progression and metastasis in a number of cancers, such as prostate, bladder, colon and breast [1, 2]. Studies aimed at therapeutically targeting tumor-driving components of the immune system are currently in progress and may be key to preventing cancer progression.

The tumor microenvironment plays a pivotal role in promoting breast cancer initiation, progression and metastasis. In particular, tumor-associated macrophages have been shown to promote breast cancer cell invasion and have been correlated with poor prognostic signs such as high tumor grade, low estrogen and progesterone status, high mitotic activity, and metastasis [3]. Although infiltrating macrophages were originally believed to exhibit anti-tumor activity, it is now well-established that once educated by the tumor microenvironment, macrophages secrete a number of factors to promote tumorigenesis. Numerous cell types influence macrophage function including the tumor cells themselves, which not only recruit macrophages to both primary and metastatic tumor sites by secreting chemokines such as CCL2, CCL5 and CXCL12, but also differentiate and polarize them to a tumor-promoting phenotype [4].

In mouse models of breast cancer, macrophages contribute to tumor progression through a variety of mechanisms including IL-10 and arginase 1 (Arg1)-mediated immunosuppression, MMP 7/9 and CCL18-induced matrix remodeling, and EGF and TNFα-stimulated tumor cell migration and metastasis [5–7]. These different functions are carried out by distinct macrophage subpopulations, reflecting the heterogeneity and plasticity that macrophages display in response to local cues. There are several markers that are commonly used to assess the phenotype of macrophages. The mannose receptor CD206, and the macrophage scavenger receptor CD204 are prototypic markers of anti-inflammatory macrophages and their expression negatively correlates with prognosis in numerous types of cancer. CD206 expression has been associated with increased MHCII expression and reduced pro-inflammatory cytokine secretion. Expression of CD204 by tumor-associated macrophages has been linked to suppression of anti-tumor immunity, the clearance of apoptotic cells, and tumor cell invasion and metastasis [8, 9].

Breast cancer is believed to arise in a stepwise fashion, beginning with atypical ductal hyperplasia (ADH), to ductal carcinoma *in situ* (DCIS), to invasive ductal carcinoma (IDC; primary tumor formation), and ultimately progressing to metastatic ductal carcinoma [10]. While it is well-established that macrophages are recruited to the invasive fronts of established tumors to promote angiogenesis and metastasis, fewer studies have focused on the role of macrophages in early stage lesions. One limitation in the field is the lack of *in vivo* models that recapitulate the early stages of ADH/DCIS progression. In this study, we utilized a transplantable p53-null mouse model to study factors that contribute to the progression of early stage mammary lesions [11]. Orthotopic transplantation of p53^-/-^ mammary epithelial cells into wildtype mice led to the development of premalignant lesions that varied in breast cancer subtype, pathobiology, histology, and the ability to progress to invasive cancer. Two of these previously characterized lines, PN1a and PN1b, form estrogen and progesterone receptor positive ductal hyperplasias that are dependent on ovarian hormones for tumor formation and have been maintained by serial passaging in Balb/c mice [12]. Here, we show that macrophages are recruited to premalignant lesions with a high tumor-forming potential, where they are polarized toward a tumor-promoting subtype. In contrast, infiltrating macrophages were rarely found in lesions with a low tumor-forming potential. The immune cell components of the pre-invasive lesions were characterized and suggested that as hyperplasias progress to invasive cancer, numerous anti-inflammatory and immunosuppressive pathways are induced. Macrophage ablation studies showed that macrophages were required for early stage progression and primary tumor formation. These studies demonstrate that in this mouse model, recruited macrophages are instructed to differentiate into a tumor-promoting phenotype, which is crucial for the progression of early stage lesions. Understanding the molecular pathways that recruit and polarize macrophages will have critical implications for therapeutically blocking the tumor-promoting activities of macrophages.

## RESULTS

### Macrophages are recruited to early stage lesions

To investigate mechanisms that drive tumorigenesis in early breast cancer progression, we employed a transplantable model of early progression. As described previously [11], transplantation of p53^-/-^ mammary epithelial cells into the cleared mammary fad pads of syngeneic wildtype mice led to the formation of several premalignant lines that histologically and genetically recapitulated the various subtypes of human breast cancer. Two of these lines, PN1a and PN1b, were derived from contralateral outgrowths from the same mouse, and tissue from these outgrowths was serially transplanted for over 10 generations to confirm stability [11].

Examination of whole mounted PN1a and PN1b lesions shows that while both lesions exhibit a hyperplastic ductal morphology at 8 weeks post-transplantation, PN1a lesions progress to form nodules by 16 weeks (Figure 1A) [11]. Histological analysis shows that at 8 weeks post-transplantation, both PN1a and PN1b lesions exhibit a well-differentiated ductal hyperplastic morphology. At 16 weeks post-transplantation, PN1a lesions develop a poorly differentiated, lobuloalveolar morphology with multifocal regions of atypical cells in solid nests, while PN1b lesions remain low grade, ductal hyperplasia (Figure 1B). Previous studies demonstrated that PN1a lesions have a high tumor-forming potential resulting in palpable tumors by 24 weeks. In contrast, ~15% of PN1b lesions progress to palpable tumors after 1 year (low tumor-forming potential) [11].

**Figure 1:**
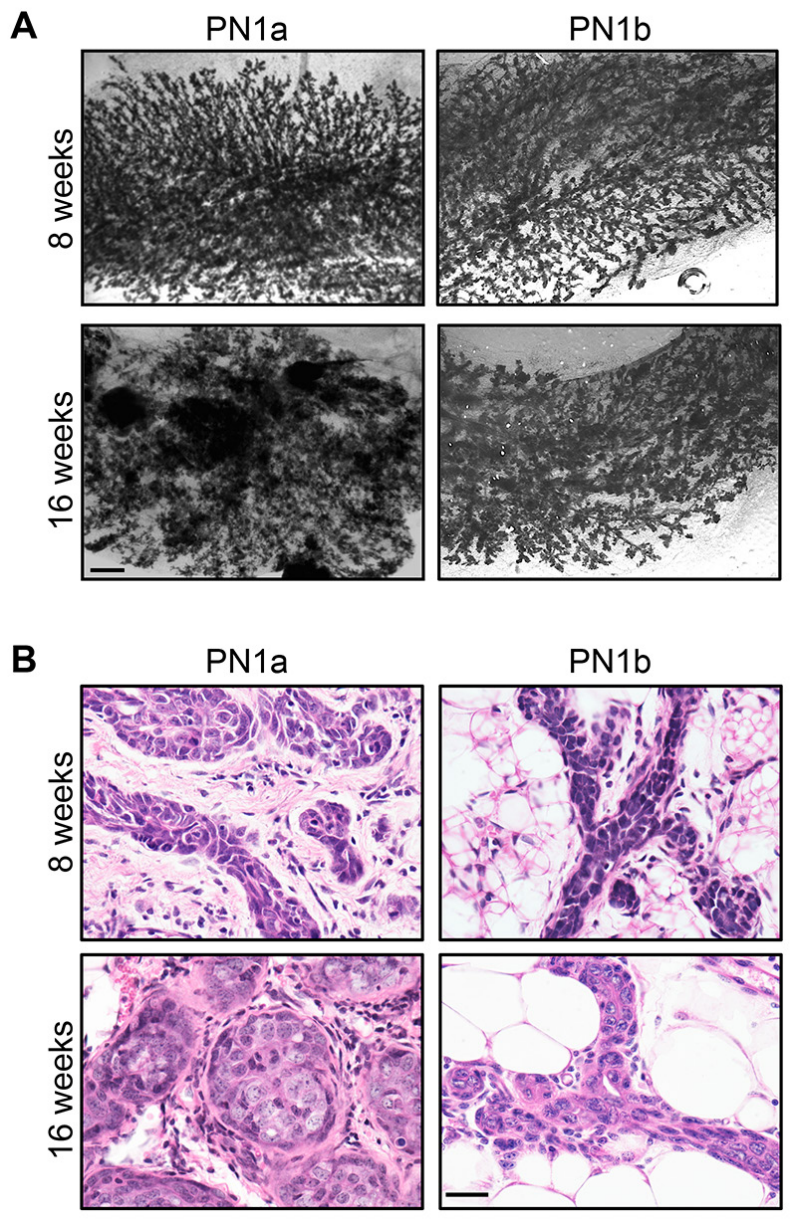
PN1a lesions progress to invasive cancer PN tissue was transplanted into the cleared fat pads of 3 week old Balb/c mice and allowed to grow for 8 or 16 weeks. **A.** Representative whole mount preparations of carmine alum stained mammary glands. Scale bar = 2 mm. **B.** Representative 60X images of H&E staining of PN1a and PN1b lesions at 8 or 16 weeks post-transplantation. Scale bar = 5 μm.

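RNA of mammary glands bearing PN1a lesions (5 samples) or PN1b lesions (6 samples) was hybridized to Affymetrix MG_U74Av2 arrays, each sample on its own array, 8 weeks after transplantation. The authors processed the arrays in dChip with the PM-MM model and quantile normalization and deposited 1 linear intensity per probe set and sample. The deposited table holds 12488 probe sets, of which 66 array controls were left out, so 12422 were tested. Intensities ran from 1 to 1938, and 0.817% of them lay at the lowest value. The median intensity per sample was 8.57 to 8.94 in PN1a and 8.88 to 9.51 in PN1b, and the number of arrays limits the precision.
Log2 of the deposited intensities was compared between PN1a and PN1b with limma (lmFit and eBayes, two-sided, no covariate). A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in either direction. Of the tested probe sets, 10833 carry 1 gene symbol, 396 carry several and 1193 carry none here, and genes are named only from the first kind. Fixed lists of genes were tested with camera at a preset correlation of 0.01, using for each of 8251 genes its probe set with the highest mean. The lists were written after Supplementary Table 2, which holds the same samples, had been read.
The endings of the sample labels, whose meaning is not given in the sources used here, were read as 3 array batches. Batch 1 holds all 5 PN1a samples and 2 PN1b samples (PN1b 5 and PN1b 6), batch 2 holds PN1b 2, and batch 3 holds PN1b 1, PN1b 3 and PN1b 4. Pearson's r of log2 intensities across probe sets was 0.857 to 0.966 within groups, with a median of 0.903 in PN1a and 0.941 in PN1b. PN1a 1 and PN1a 2 stood apart from the other 9 samples. Their 18S ribosomal RNA intensity was 157 and 211 against 5.68 to 18.0, and their log2 intensity of the immediate early gene Fos was 4.02 and 3.87 against 7.94 to 9.29. Whether each sample came from a separate mouse is not given either. The labels of PN1b 1, PN1b 2, PN1b 3 and PN1b 4, the samples of batches 2 and 3, have the form of number ranges and could stand for pools of mice, so SDs and p-values measure the spread between these samples.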

In order to identify genes important for the transition to invasive cancer, gene expression analysis was performed on PN1a and PN1b lesions at 8 weeks post-transplantation. The results showed that approximately 635 transcripts were differentially expressed (p<0.01 by t-test, fold change >1.5) in PN1a lesions as compared to PN1b (Figure 2A). 

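In PN1a lesions 108 probe sets were higher and 201 were lower than in PN1b, which are 85 and 165 named genes. Among called probe sets with 1 gene symbol for which every PN1a sample lay on 1 side of every PN1b sample, the condition set for naming them, the largest rise was that of a probe set of Pcid2, with a log2 fold change of 4.80 (SE 0.34, adjusted p = 5.0e-06 from limma), while the Pcid2 probe set with the highest mean rose by 2.80. It was followed by Tfdp1, a partner of the E2F transcription factors, at 3.55 (2.97 in its probe set with the highest mean), Gas6, a ligand of the TAM receptor kinases, at 3.23, Trappc5 at 3.14, Irs2, an adaptor of insulin signaling, at 3.04, the collagen gene Col8a1 at 3.03, Stxbp2 at 3.01 and Atp11a at 2.78. Under the same condition, among genes that fell, the calcium pump Atp2a3 had a log2 fold change of -5.20 (SE 0.39, adjusted p = 7.8e-06 from limma). Next came Notch4 at -5.04, the homeobox gene Rhox5 at -4.56, Glycam1, a mucin-like protein of lymph node vessels and milk, at -4.16, Snorc at -4.03, S100b at -3.76, Tfcp2l1 at -3.63 and the carbonic anhydrase gene Car12 at -3.39.
Other probe sets of 4 of these genes did not pass the test. They had a log2 fold change of -1.75 and -0.91 for Atp2a3, 0.23 for Notch4, -0.09 for Tfcp2l1 and 0.20 for Stxbp2. The lowest log2 fold change of all, -7.90, belonged to a probe set without a gene symbol here. Over all called probe sets the median was 2.40-fold for those higher in PN1a and 2.55-fold for those lower, and every PN1a sample lay on 1 side of every PN1b sample for 90 and 157 of them. Among all 12422 probe sets, called or not, this held for 196 with PN1a higher and 296 with PN1a lower, where chance gives 0.216% per direction. With each sample centred on its median, 155 were higher and 186 lower.
With array batch as a block 12 were higher and 19 lower. Within batch 1, which compares 5 samples with 2, 6 were higher and 12 lower. All 309 kept their sign there, and the medians were 2.02-fold and 2.06-fold. Batch 1 reuses part of the samples that made the calls. The sign could therefore not change for the 247 whose PN1a samples all lay on 1 side of the PN1b samples. Of the 16 genes named first, Pcid2, Gas6, Atp11a, Atp2a3, Notch4 and Rhox5 were called within batch 1. There Snorc had -2.71, S100b -1.56, Tfcp2l1 -2.41 and Car12 -1.85, smaller falls than over all samples. The remaining genes, also not called there, had 3.32 for Tfdp1, 3.04 for Trappc5, 3.57 for Irs2, 3.15 for Stxbp2, 2.29 for Col8a1 and -3.59 for Glycam1. With array batch as a block Tfdp1 and Stxbp2 were called. For log2(value + 16), which shrinks changes at low intensity, Pcid2 had 2.49, below Tfdp1 at 2.97 and Gas6 at 2.93, Trappc5 had 1.15, Snorc -1.61, and Col8a1 and S100b, at 1.65 and -1.58, were not called. With PN1a 1 and PN1a 2 left out, chosen after the data were seen, 85 were higher and 82 lower, and S100b was not called. With 1 sample left out the counts were 182 and 377 without PN1b 5, 44 and 82 without PN1b 3, 47 and 84 without PN1b 4, 53 and 79 without PN1b 1, 61 and 133 without PN1b 2 and 55 and 112 without PN1a 3. The lower count was 113 without PN1a 1 and 129 without PN1a 2, and the higher count was 69 without PN1a 4.

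**Figure D1:**
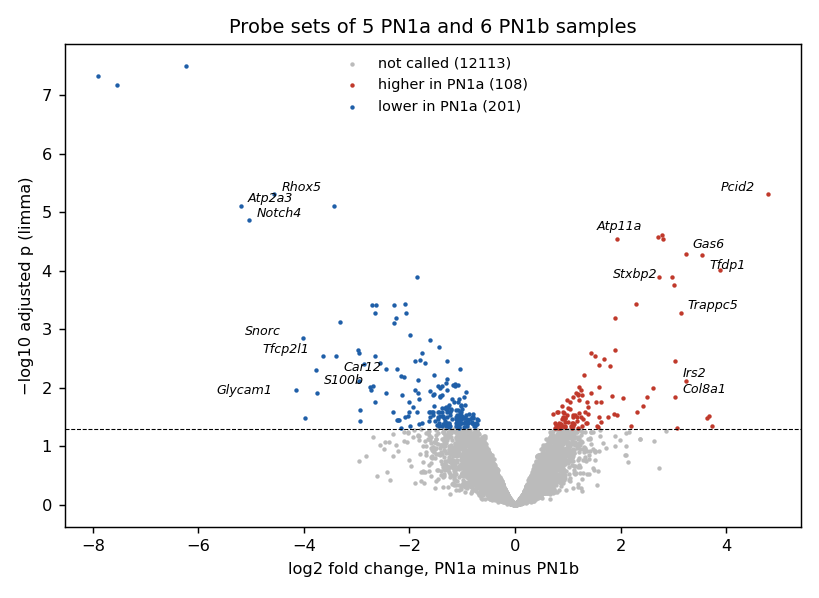
Log2 fold change (x axis, PN1a minus PN1b) against -log10 of the adjusted p from limma (y axis) for 12422 probe sets, 1 point each. The 108 called higher are red and the 201 called lower are blue, the dashed line marks an adjusted p of 0.05, and genes with the largest changes in each direction are labeled.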

Gene Ontology analysis revealed the alteration of genes associated with inflammation and innate immunity (Figure 2C). 

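Complement and acute phase genes rose as a group in PN1a lesions. Of 19 measured, 4 were higher and none was lower (10 and none when adjusted over the list alone), with a median log2 fold change of 0.68 (camera, adjusted p = 2.0e-05, and adjusted p = 0.0612 with an estimated correlation). Haptoglobin (Hp) rose by 1.94 (SE 0.41, adjusted p = 0.0291 from limma), and the others were C1qb of the classical complement pathway and the fibrinogen chains Fgb and Fgg. C1qb is also on the list of macrophage markers. Fgb lay at the lowest value of the table in PN1a 2, PN1b 1, PN1b 4 and PN1b 6 and Fgg in PN1b 1, so the sizes of their changes are not given. The mean of the list was higher in every PN1a sample than in every PN1b sample (exact permutation p = 0.00216, the smallest that 5 against 6 samples allow). Leaving out any 1 sample ended the call of Fgb except PN1a 2 (adjusted p = 0.0547 to 0.108 from limma), that of Fgg except PN1a 4, PN1b 1, PN1b 5 or PN1b 6 (adjusted p = 0.0607 to 0.0860 from limma) and that of Hp except PN1a 1, PN1a 5, PN1b 1, PN1b 5 or PN1b 6 (adjusted p = 0.0559 to 0.0721 from limma). Within batch 1 and with array batch as a block none of these genes was called, and Hp had 1.15 (adjusted p = 0.497 with the block from limma).
Lysosome genes were also called higher as a list by camera at the preset correlation. Their mean, relative to the average of all samples, was -0.12 in PN1a 5, below PN1b 1 (-0.06) and PN1b 2 (-0.03). In the other PN1a samples the mean of these genes was above every PN1b sample. Of 41 measured, 4 were higher and 1 was lower (13 and 1 when adjusted over the list alone), with a median of 0.40 (camera, adjusted p = 1.5e-06, and adjusted p = 0.236 with an estimated correlation). The lysosomal membrane protein Lamp1 rose by 1.93 (SE 0.17, adjusted p = 2.9e-05 from limma) and the cathepsin Ctss by 1.29, while Ctsf, another cathepsin, fell by 1.64. The call of Ctss held without PN1a 5, PN1b 5 or PN1b 6 and ended without any other sample (adjusted p = 0.0559 to 0.0863 from limma), and that of Ctsf held without PN1a 4, PN1b 5 or PN1b 6 and ended without any other (adjusted p = 0.0530 to 0.0920 from limma). Both calls also ended within batch 1 and with array batch as a block, where Ctss had 0.77 and Ctsf -0.85 (adjusted p = 0.496 and 0.542 with the block from limma), while Lamp1 was called in both. Lamp1 lies in the stretch of chromosome 8 around Gas6 that is described below.
None of 11 MHC class II genes passed the test over all probe sets (5 were higher when adjusted over the list alone), and the list's median was 0.74 (camera, adjusted p = 0.00291, and adjusted p = 0.358 with an estimated correlation). H2-Ab1 had the smallest adjusted p of them, with 1.26 (SE 0.37, adjusted p = 0.0837 from limma). Of 17 genes of anti-inflammatory and tumor-promoting macrophages, Gas6 rose and none fell (4 and 1 when adjusted over the list alone), with a median of 0.49 (camera, adjusted p = 0.0219, and adjusted p = 0.185 with an estimated correlation). Gas6 lies in the same stretch of chromosome 8 as Lamp1. None of 18 pro-inflammatory macrophage genes passed, over all probe sets or over the list alone, with a median of 0.08, a mean of -0.19 and a camera adjusted p of 0.757. The mean of that list, relative to the average of all samples, was -1.43 in PN1a 1 and -1.39 in PN1a 2 against -0.27 to 0.86 in the other 9 samples, and with both left out, chosen after the data were seen, its median was 0.46 (camera, adjusted p = 6.5e-05).
Markers of other immune cells did not pass as lists. None of 15 neutrophil, 9 mast cell and 21 T and NK cell markers was called (2 neutrophil markers were higher and 2 T and NK cell markers lower when adjusted over the list alone), with medians of -0.13, -0.10 and -0.16 (camera, adjusted p = 0.285, 0.479 and 0.275). The mean of the neutrophil list was 0.14. Of 16 B cell and plasma cell markers, the B cell coactivator Pou2af1 fell by 1.86 (SE 0.19, adjusted p = 1.3e-04 from limma) and no other was called (2 were lower when adjusted over the list alone), with -0.17 for its dimmer probe set and a list median of -0.29 (camera, adjusted p = 0.240).
Within batch 1 the medians were 0.53 for complement, 0.34 for lysosome, 0.35 for MHC class II and 0.05 for anti-inflammatory genes, and the last list was no longer called (adjusted p = 0.0776), nor was MHC class II with array batch as a block (adjusted p = 0.0786). Within the same batch the mast cell, T and NK cell and B cell lists were called lower, with medians of -0.89, -0.29 and -0.25.

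**Figure D2:**
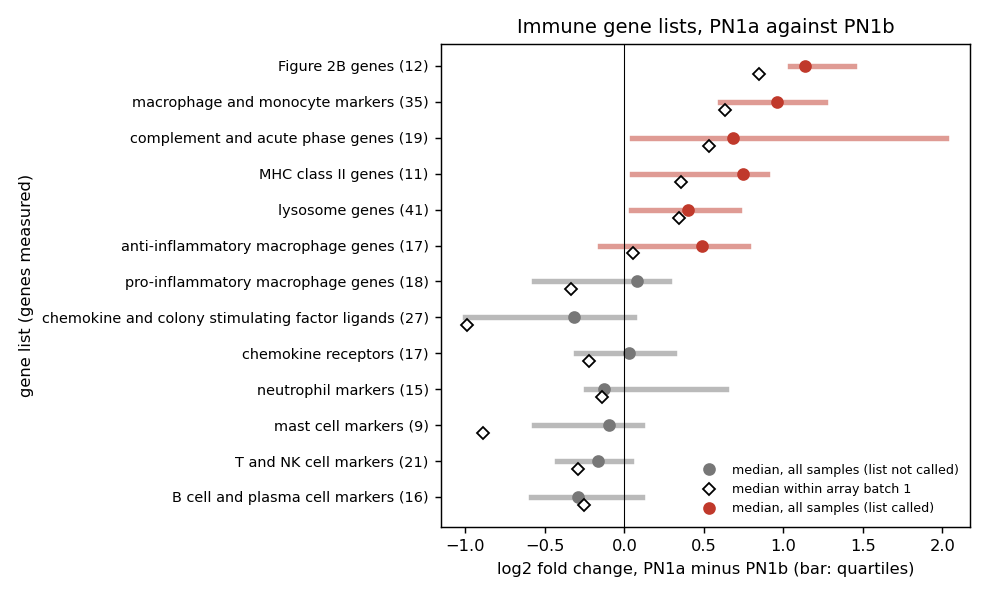
Median log2 fold change (x axis, PN1a minus PN1b) of 13 immune gene lists (y axis, with the number of genes measured). Filled points are medians over all 11 samples, red where camera called the list, bars span the quartiles of the members and open diamonds are medians within array batch 1, which lie below the filled points for all lists but B cell markers.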

In support, a large cluster of immune cell-associated genes were significantly upregulated in PN1a as compared to PN1b and p53^-/-^ lesions. These transcripts included several macrophage markers such as *Ccr2*, colony stimulating factor 1 receptor (*Csf1r*), *Ccr5, Csf3r, and Cd68* (Figure 2B), suggesting an important role for macrophages in PN1a progression. 

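Of the 12 genes of Figure 2B, 5 rose in PN1a lesions and none fell (10 and none when adjusted over the list alone), by the probe set with the highest mean. The study chose these genes on the same samples, so neither the count nor the test of the list is independent evidence. Their median log2 fold change was 1.14 (camera, adjusted p = 2.7e-09, and adjusted p = 0.0195 with an estimated correlation), and 10 of the 12 were above 0. The mean log2 intensity of Gas6 was 9.15 ± 0.65 (SD, n = 5) in PN1a and 5.91 ± 0.42 (SD, n = 6) in PN1b, a 9.40-fold difference (adjusted p = 5.1e-05 from limma). The monocyte-attracting chemokine Ccl12 had a log2 fold change of 0.98 (SE 0.21, adjusted p = 0.0296 from limma) and the matrix metalloproteinase Mmp10 1.06 (SE 0.26, adjusted p = 0.0455 from limma). Ccr1, a chemokine receptor, had 1.43 (adjusted p = 0.0561 from limma), which did not pass. Among fits with 1 sample left out it passed without PN1a 3 or PN1b 5 (adjusted p = 0.0473 and 0.0246 from limma). The call of Ccl12 held without PN1a 2, PN1a 3, PN1b 2, PN1b 5 or PN1b 6 and ended without any other sample (adjusted p = 0.0510 to 0.0740 from limma), and that of Mmp10 held without PN1b 5 and ended without any other (adjusted p = 0.0610 to 0.0949 from limma). Both calls also ended for log2(value + 16), where Ccl12 had 0.29 and Mmp10 0.21. For Mmp2 the probe set with the highest mean had -0.20 (adjusted p = 0.594 from limma) and the probe set listed in Supplementary Table 2 had 0.87 (adjusted p = 0.0837 from limma).
Supplementary Table 2 lists 14 probe sets for these genes, and 8 of them, from 6 genes, were called here. Within batch 1 and with array batch as a block all 14 were higher in PN1a, and Gas6 was called. The p53-null samples were not analysed here. In the paper's table, 6 of the 14 probe sets, from 4 genes, have a p under 0.05 for higher expression in PN1a than in p53-null glands.
Gas6 lies on chromosome 8, in a stretch of 12 neighbouring measured genes from Atp11a to Cdc16 in the gene order of GRCm38.p6. Of these, 7 rose in PN1a, with a median log2 fold change of 2.78, and in each every PN1a sample was above every PN1b sample. They are Atp11a, Pcid2 and Cul4a (2.80 and 2.70), Lamp1, Tfdp1, Gas6 and Cdc16 (0.95), a subunit of the anaphase-promoting complex. The other 5, F7, F10, Dcun1d2, Atp4b and Rasa3, did not pass and had a median of -0.03. No more than 5 called genes fell among 15 neighbours in 10000 shuffles of the gene order, so 7 has a permutation p = 0.0001, the smallest they can give. The call of Cdc16 held without PN1a 4, PN1a 5 or PN1b 5 and ended without any other sample (adjusted p = 0.0533 to 0.0777 from limma). The stretch was first seen in the paper's table, which holds the same samples, and its median within batch 1 was 2.63.

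**Figure D3:**
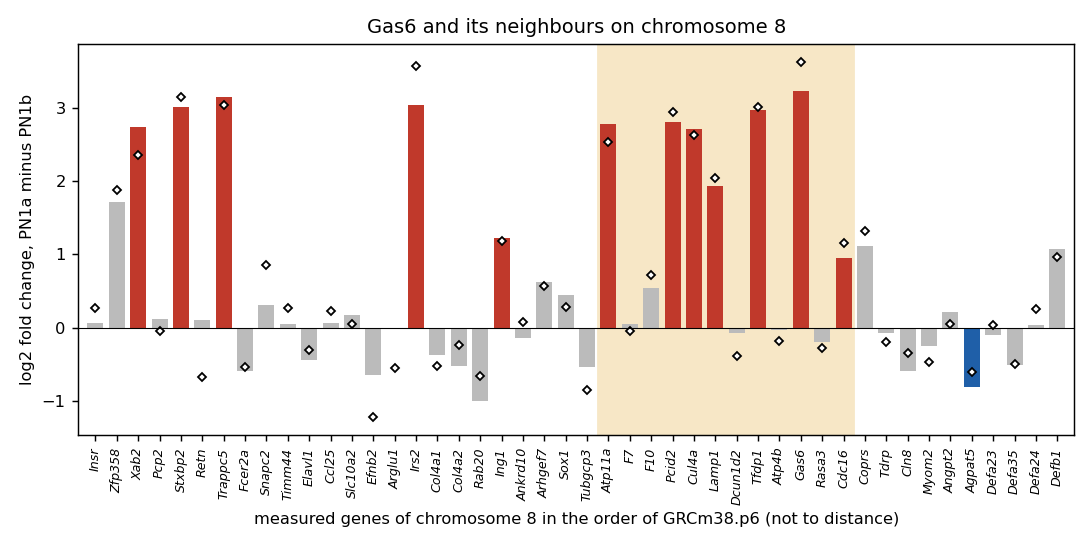
Log2 fold change (y axis, PN1a minus PN1b) of Gas6 and measured neighbours on chromosome 8 (x axis, in gene order and not to distance), 1 bar per gene. Bars are red where called higher, blue where called lower and gray otherwise, diamonds are values within array batch 1 and shading marks the stretch of 12 genes, where 7 bars are red.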

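Csf1r, the receptor of the macrophage growth factor CSF-1, had a mean log2 intensity of 5.40 ± 0.68 (SD, n = 5) in PN1a and 4.15 ± 0.55 (SD, n = 6) in PN1b, and every PN1a sample was above every PN1b sample. Its log2 fold change of 1.26 (SE 0.33, adjusted p = 0.0637 from limma) did not pass the threshold, and its other probe set had 0.30. The chemokine receptor Ccr2, at 1.48 (SE 0.38, adjusted p = 0.0572 from limma), did not pass either. Among fits with 1 sample left out it passed without PN1a 2, PN1b 5 or PN1b 6 (adjusted p = 0.0209 to 0.0478 from limma). Cd68, a lysosomal protein of macrophages, rose by 1.11 (SE 0.27, adjusted p = 0.0448 from limma), a call that held without PN1a 2, PN1b 2 or PN1b 5 and ended without any other sample (adjusted p = 0.0502 to 0.106 from limma), and its dimmer probe set had 0.04. For Csf3r, the receptor of granulocyte colony stimulating factor, the probe set with the highest mean had -0.13 (adjusted p = 0.693 from limma) and the probe set listed in Supplementary Table 2 had 0.82 (adjusted p = 0.0494 from limma). A further probe set of Csf3r had 0.65 (adjusted p = 0.181 from limma).
Macrophage and monocyte markers moved in the same direction as a group. Of 35 measured, 9 rose and none fell (22 and none when adjusted over the list alone), 32 had a log2 fold change above 0 and the median was 0.96 (camera, adjusted p = 4.8e-15, and adjusted p = 0.164 with an estimated correlation). Csf1r, Ccr2 and Cd68 also belong to the genes of Figure 2B. The list was written after Supplementary Table 2 had been read, so its test is not independent evidence. Aif1, a calcium-binding protein of macrophages, rose by 1.58 (SE 0.24, adjusted p = 0.00405 from limma), Tyrobp, a signaling adaptor of myeloid receptors, by 1.76 (SE 0.39, adjusted p = 0.0317 from limma) and C1qb by 2.20 (SE 0.53, adjusted p = 0.0456 from limma), while the dimmer probe set of C1qb had 0.10. The call of Aif1 held with any 1 sample left out. That of Tyrobp held without PN1a 2, PN1a 5, PN1b 5 or PN1b 6 and ended without any other (adjusted p = 0.0552 to 0.0812 from limma), and that of C1qb held without PN1a 5 or PN1b 5 and ended without any other (adjusted p = 0.0651 to 0.0961 from limma). The mean of the list was higher in every PN1a sample than in every PN1b sample, by 0.92 on average (exact permutation p = 0.00216).
Within batch 1 the median was 0.64 and the mean of the list was 0.66 higher in PN1a (exact permutation p = 0.0952, 21 ways to split 5 and 2 samples), with log2 fold changes of 0.84 for Csf1r, 0.59 for Ccr2 and 0.97 for Cd68. With array batch as a block the calls of Cd68, C1qb, Tyrobp and Aif1 ended, with log2 fold changes of 1.98 for C1qb, 0.85 for Tyrobp and 1.20 for Aif1. From macrophage markers among the transcripts that were higher in PN1a, the paper proposes an important role for macrophages in the progression of PN1a lesions.

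**Figure D4:**
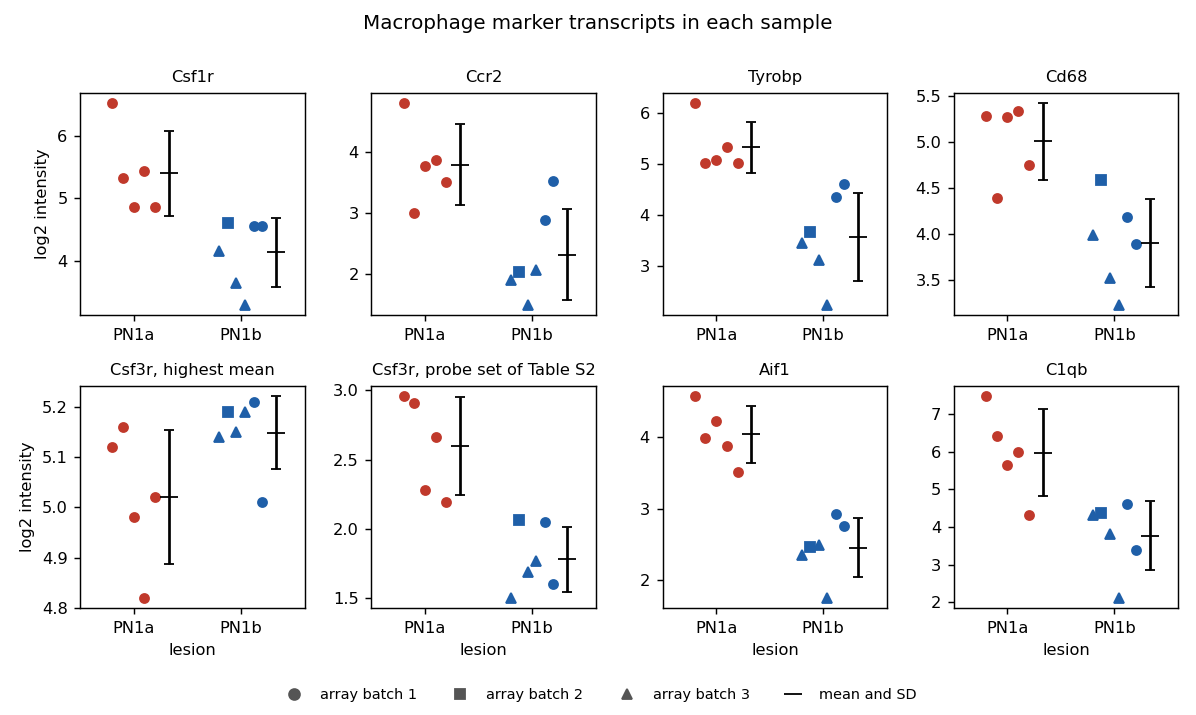
Log2 intensity (y axis) of macrophage marker transcripts in 5 PN1a and 6 PN1b samples, 1 point per sample, with the marker shape giving the array batch and the bar the mean and SD of the group. Csf1r and Aif1 are among the genes that do not overlap between groups, and 2 of the probe sets of Csf3r have log2 fold changes of -0.13 and 0.82.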

To confirm theses results, immunohistochemistry was performed using an antibody to F4/80 to detect macrophages. There was a significant increase in infiltrating macrophages in PN1a lesions as compared to PN1b at 8 weeks post-transplantation, demonstrating their recruitment to ductal hyperplasias (Figure 2D). We further examined the macrophage phenotype in PN1a and PN1b lesions by flow cytometry. PN1a lesions were dominated by TIE2^+^CD206^+^ macrophages, a subpopulation known for their pro-angiogenic and immunosuppressive functions [13–15], whereas PN1b lesions also contained a substantial number of TIE2^-^CD206^-^ macrophages. Interestingly, the proportion of CD8^+^ cytotoxic lymphocytes was lower in PN1a as compared to PN1b lesions, consistent with a pro-tumorigenic, immunosuppressive microenvironment (Supplementary Figure 1). These results indicate that recruited macrophages and other immune cells are differentially expressed in pre-invasive lesions with a high tumor-forming potential as compared to lesions that lack invasive potential.

**Figure 2:**
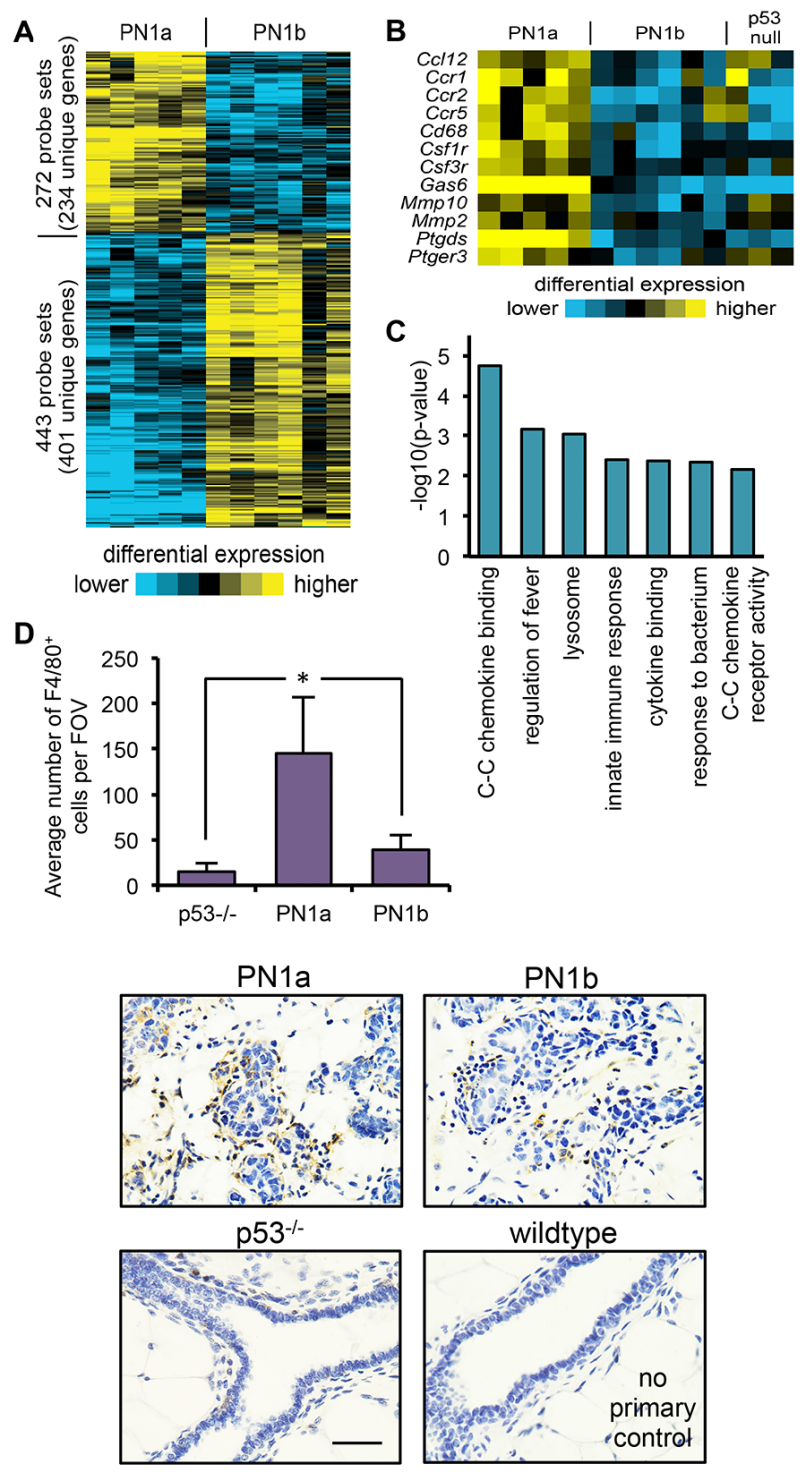
PN1a lesions have increased infiltrating macrophages as compared to PN1b lessions **A.** Heat map depicting gene expression patterns that are altered in PN1a and PN1b lesions at 8 weeks post-transplantation. **B.** Heat map depicting selected immune cell-associated genes that were significantly changed in PN1a lesions as compared to PN1b and p53^-/-^ lesions. **C.** Graphical representation of gene ontology terms significantly increased in PN1a as compared to PN1b lesions. P-values were determined by a one-sided Fisher's exact test. **D.** Top: Graph shows quantitation of the average number of F4/80^+^ cells per field of view (FOV) in p53^-/-^ glands, PN1a and PN1b. For each lesion, a minimum of 5 FOV were captured under 40X and F4/80^+^ cells were counted from 4 lesions (4 mice) for each group. Bottom: Representative 60X images of F4/80 staining in PN1a and PN1b lesions at 8 weeks post-transplantation, and p53^-/-^ mammary glands 8 weeks of age. A no primary antibody control from normal wildtype mammary glands is depicted. Scale bar = 20 μm. *p<0.05.

### PN1a-associated macrophages exhibit a tumor-promoting phenotype

Macrophages exhibit an enormous amount of plasticity and can have anti-tumor/pro-inflammatory properties or anti-inflammatory/tumor-promoting activities depending on local microenvironmental cues. Since PN1b lesions contain few recruited macrophages, the remainder of the study focused on characterizing macrophage activity in PN1a lesions exclusively. Flow cytometry was performed on PN1a lesions at various stages of progression to define the macrophage subtype. The percentage of CD45^+^F480^+^CD11b^+^ macrophages increased as PN1a lesions progressed to palpable tumors, suggesting that they may have tumor-promoting capabilities (Figure 3A). After gating on CD45^+^CD11b^+^ subpopulations, we assessed the cell surface expression of the pro-inflammatory macrophage marker, MHCII, and two anti-inflammatory macrophage markers, CD204 and CD206, on F4/80^+^ cells. We observed that CD206 expression peaked at 16 weeks post-transplantation, but decreased in palpable tumors (Figure 3B). In contrast, CD204 expression was low in macrophages in early stage lesions and increased in tumors (Figure 3C). Finally, the percentage of MHCII^HI^ macrophages was higher in early stage lesions, whereas tumors had a higher percentage of MHCII^LO^ macrophages, consistent with CD206 expression (Figure 3D). This is concordant with previous studies that showed that MHCII^HI^ macrophages are increased in early stages of tumorigenesis where they function to recruit other immune cell populations through the production of chemokines such as CCL5, CCL22, and CCL17, and to suppress T-cell proliferation [16]. Together, these results suggest that infiltrating macrophages are dynamic as early stage lesions progress to invasive cancer, and express a spectrum of both pro- and anti-inflammatory markers.

**Figure 3:**
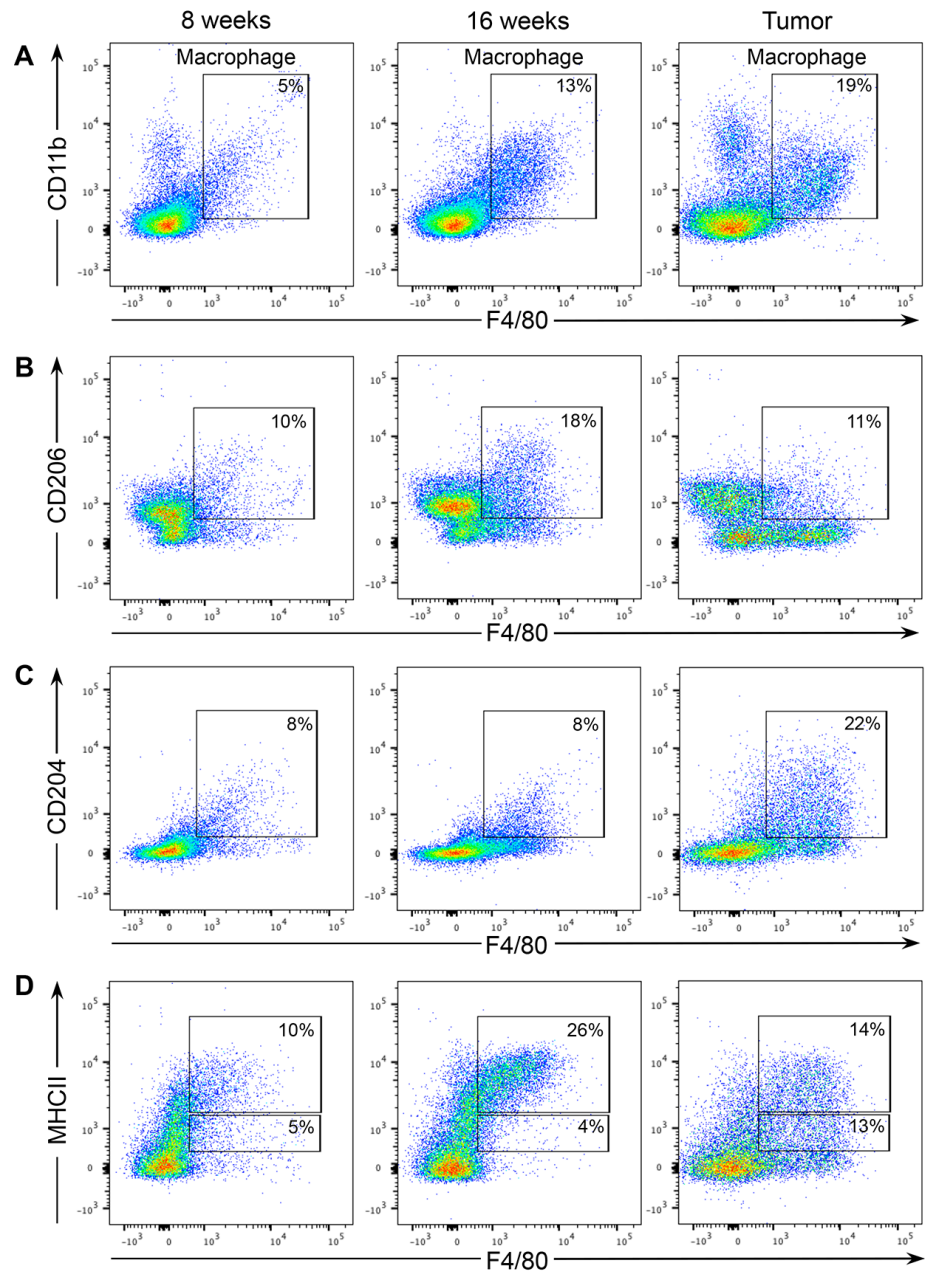
Macrophage populations in early stage PN1a lesions express a mixture of pro- and anti-tumorigenic markers Cells were isolated from PN1a lesions at different stages of progression and analyzed by flow cytometry. For all dot plots, live cells were selected by gating on SYTOX red^-^ cells, and epithelial cells were excluded by gating on CD45^+^ cells. **A.** Dot plots show the numbers of F4/80^+^CD11b^+^ macrophages at different stages of PN1a progression. For **B-D**, CD11b^+^ subpopulations were first selected and further analyzed for the expression of B. CD206 and F4/80, C. CD204 and F4/80 and D. MHCII and F4/80. A minimum of 3 lesions (3 mice) were analyzed for each time point.

To determine whether PN1a cells induce macrophage polarization toward a pro-tumor subtype, we exposed the macrophage cell line RAW 264.7 or bone marrow-derived macrophages (BMDMs) to growth media collected from PN1a cells (PN1a conditioned media), or growth media that was cultured in the absence of PN1a cells (control media). After 2 hours of exposure, RNA was isolated from RAW 264.7 cells or BMDMs and various genes were analyzed by qPCR (Figure 4). Several tumor-promoting markers were significantly increased in macrophages cultured with PN1a conditioned media as compared to macrophages exposed to control media. Specifically, *Arg1, Vegfa, Tgfb* and *Gas6* were induced in macrophages exposed to PN1a conditioned media. The pro-inflammatory genes *Il12p40* and *Nos2* (the gene that encodes the enzyme iNOS) were not significantly altered in PN1a-educated BMDMs, although *Il12* was induced in RAW 264.7 cells. *Il10*, which has been shown to be immunosuppressive, was significantly increased in PN1a-educated macrophages. Interestingly, *Il6* and *Tnfa*, which can be both pro-inflammatory and tumor-promoting, were significantly upregulated in macrophages exposed to conditioned media as compared to control media (Figure 4). These results suggest that PN1a cells secrete factors that polarize macrophages toward a tumor-promoting phenotype, and that PN1a-associated macrophages represent a unique subpopulation of macrophages.

**Figure 4:**
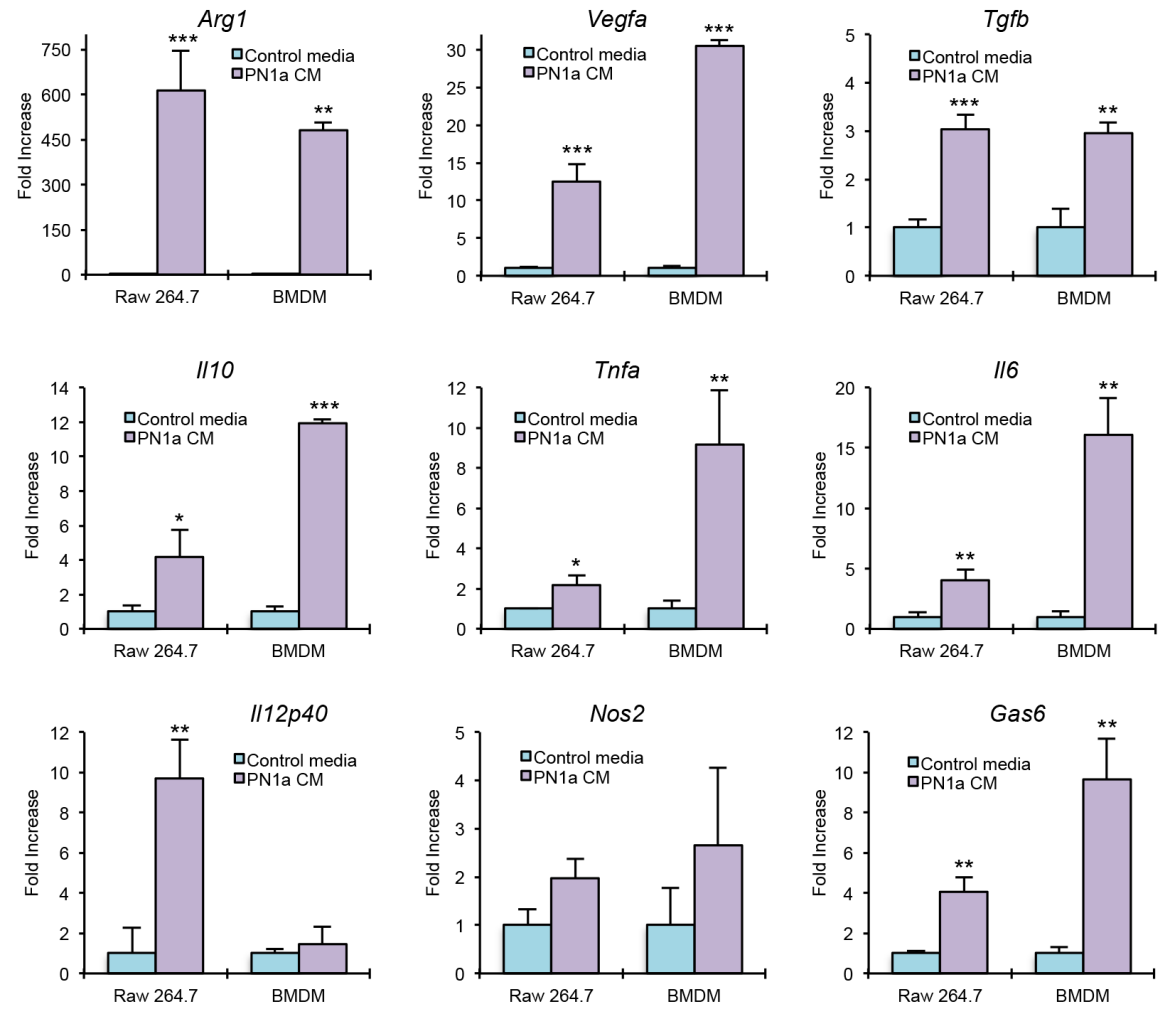
PN1a cells polarize macrophages to a tumor-promoting phenotype BMDMs and RAW 264.7 cells were cultured in the presence of PN1a conditioned media (CM) or control media. After 2 hours, cells were collected and qPCR was performed using primers to *Arg1*, *Il10*, *Vegfa*, *Tgfb*, *Gas6*, *Il12p40*, *Nos2*, *Il6*, and *Tnfa*. Values were normalized to GAPDH or 18S. Values shown are mean and SD (n=3) from one representative experiment. *p<0.05, **p<0.01,***p<0.001.

To test whether PN1a-associated macrophages have functional tumorigenic activity, we utilized a 3-D heterotypic culture system. Epithelial cells were isolated from PN1a lesions and cultured in Matrigel as previously described, in which normal mammary epithelial cells form polarized acini with empty lumens and an intact myoepithelium [17]. After 3 days of culture, BMDMs differentiated with L-929 conditioned media, were stained with a fluorescent dye and added to the cultures. After 13 days of culture, PN1a cells in the absence of BMDMs formed uniformly round structures with filled lumens, reminiscent of simple ductal hyperplasia observed *in vivo* (Figure 5A, 5C). Staining with antibodies that mark the basal myoepithelium [cytokeratin (CK) 14 and integrin α6] and the luminal epithelium (CK18) revealed that PN1a cells alone formed an intact basal myoepithelium surrounding hyperplastic luminal cells (Figure 5C). In contrast, co-culture with BMDMs induced a tumor-like phenotype characterized by irregular, disorganized structures and a disrupted basal cell layer. CK14^+^ cells were found throughout the co-cultured structures and integrin α6 was not uniformly expressed at the basal surface, further supporting a malignant phenotype. Quantification of non-malignant and tumor-like structures showed a significant increase in tumor-like PN1a acini in co-cultured cells as compared to PN1a alone (Figure 5B). Notably, BMDMs were recruited to the PN1a cells, suggesting that PN1a cells secrete chemokines that attract the BMDMs. Collectively, these results indicate that PN1a cells recruit and polarize macrophages to a tumor-promoting phenotype.

**Figure 5:**
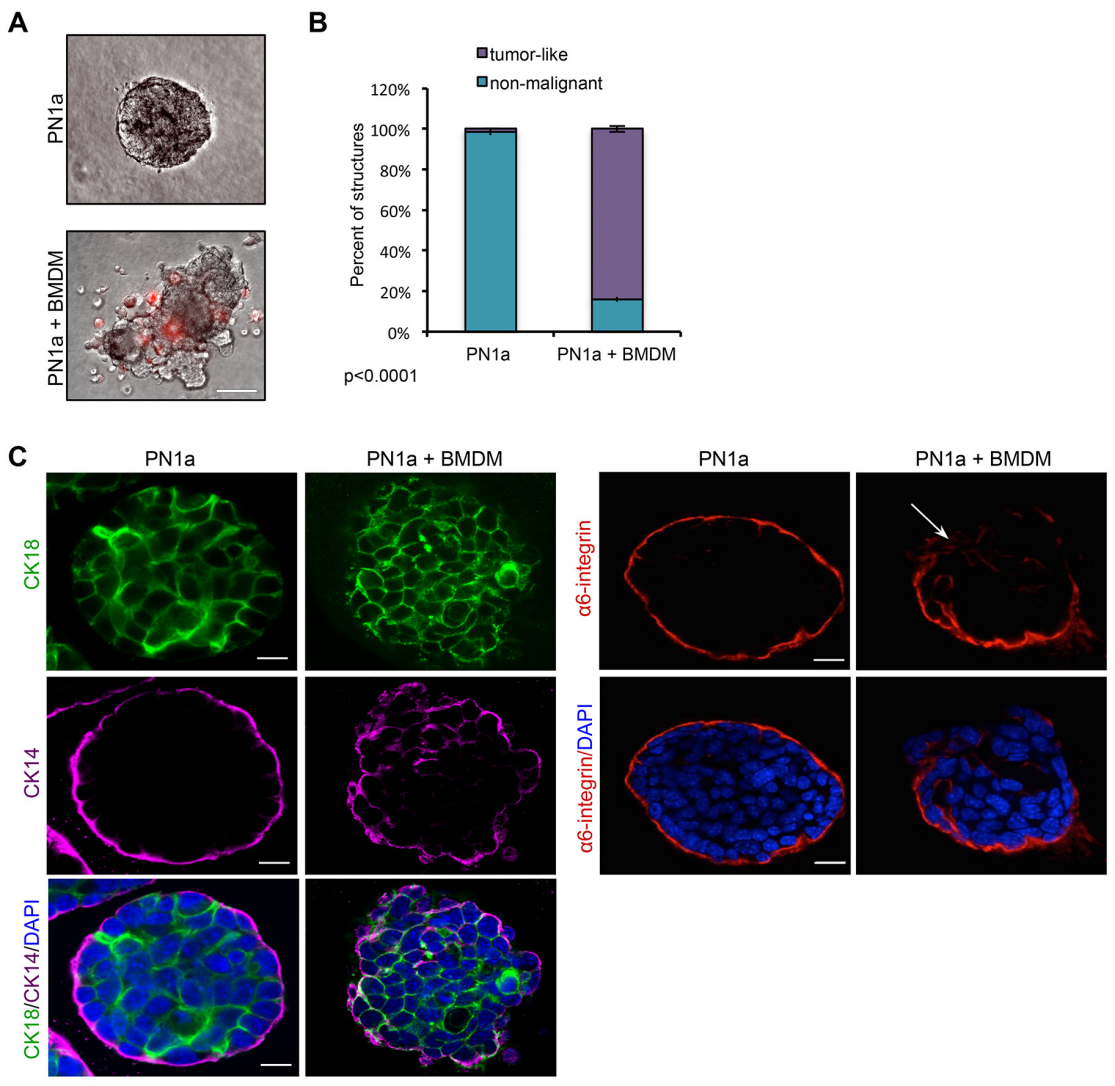
Macrophages induce a malignant phenotype in PN1a cells grown in 3D culture PN1a cells were co-cultured with BMDMs on Matrigel for 10 days. **A.** Representative phase-contrast images of PN1a acini alone (top) or after 10 days of co-culture with PKH26-labelled BMDMs (red) (bottom). Scale bar = 50 μm. **B.** Quantification of the number of tumor-like or non-malignant acini. Approximately 30 acini per group were examined for each experiment from 3 independent experiments. Error bars represent SD, and p-value was determined using a 2×2 contingency table and Chi-squared analysis (p<0.0001). **C.** (Left) Representative confocal images of acini immunostained with antibodies against CK-18 (green), CK-14 (purple), and nuclei were counterstained with DAPI (blue). Scale bar = 25 μm. (Right) Representative confocal images of structures immunostained with antibodies against α6-integrin (red), and nuclei were counterstained with DAPI (blue). Scale bars = 25 μm.

### Macrophage depletion delays progression to invasive cancer

To test whether macrophages have tumor-promoting activity *in vivo*, macrophages were depleted in PN1a-bearing mice using clodronate liposomes. Equal numbers of PN1a cells were transplanted into the cleared fat pads of Balb/c mice and allowed to grow for 2 weeks. Then, macrophages were depleted by i.v. administration of clodronate liposomes every 3 days for an additional 4 weeks. Flow cytometry showed a ~2 fold depletion of macrophages in clodronate liposome-treated animals in both the bone marrow (Supplementary Figure 2A) and in PN1a lesions (Figure 6A) as compared to saline-treated animals, which is consistent with previous reports [18]. Immunostaining verified that macrophages were significantly depleted in areas adjacent to the lesions (Supplementary Figure 2D), and carmine-stained whole mount analysis showed that there was no significant difference in the percent of fat pad filled between saline- and clodronate-treated PN1a lesions (Supplementary Figure 2B), indicating that macrophage depletion did not effect the outgrowth potential of PN1a lesions. To address whether macrophages are required for early stage progression, the consequences of macrophage depletion was first addressed by determining histological grade of the pre-invasive lesions, as depicted in Supplementary Figure 2B. While 80% of the control lesions were classified as Grade 3, the majority of the macrophage-depleted lesions were Grade 1/2, suggesting a significant delay in early progression (Figure 6B). The integrity of the basement membrane surrounding the PN1a epithelium was examined by immunostaining for the basement membrane protein laminin. Our data show that there was a significant increase in the number of lesions containing an intact basement membrane in macrophage-depleted lesions as compared to macrophage-containing lesions (Figure 6C, 6F). In support, the number of proliferating cells was significantly decreased in macrophage-depleted lesions as compared to controls (Figure 6D, 6G). Finally, immunostaining using antibodies to CK14 and CK8 (luminal) showed a significant decrease in basal cells in clodronate liposome-treated animals as compared to control mice, consistent with well-differentiated, low grade lesions (Figure 6E, 6H). These results suggest that macrophage depletion delays the progression of pre-invasive lesions during the early stages of tumorigenesis.

**Figure 6:**
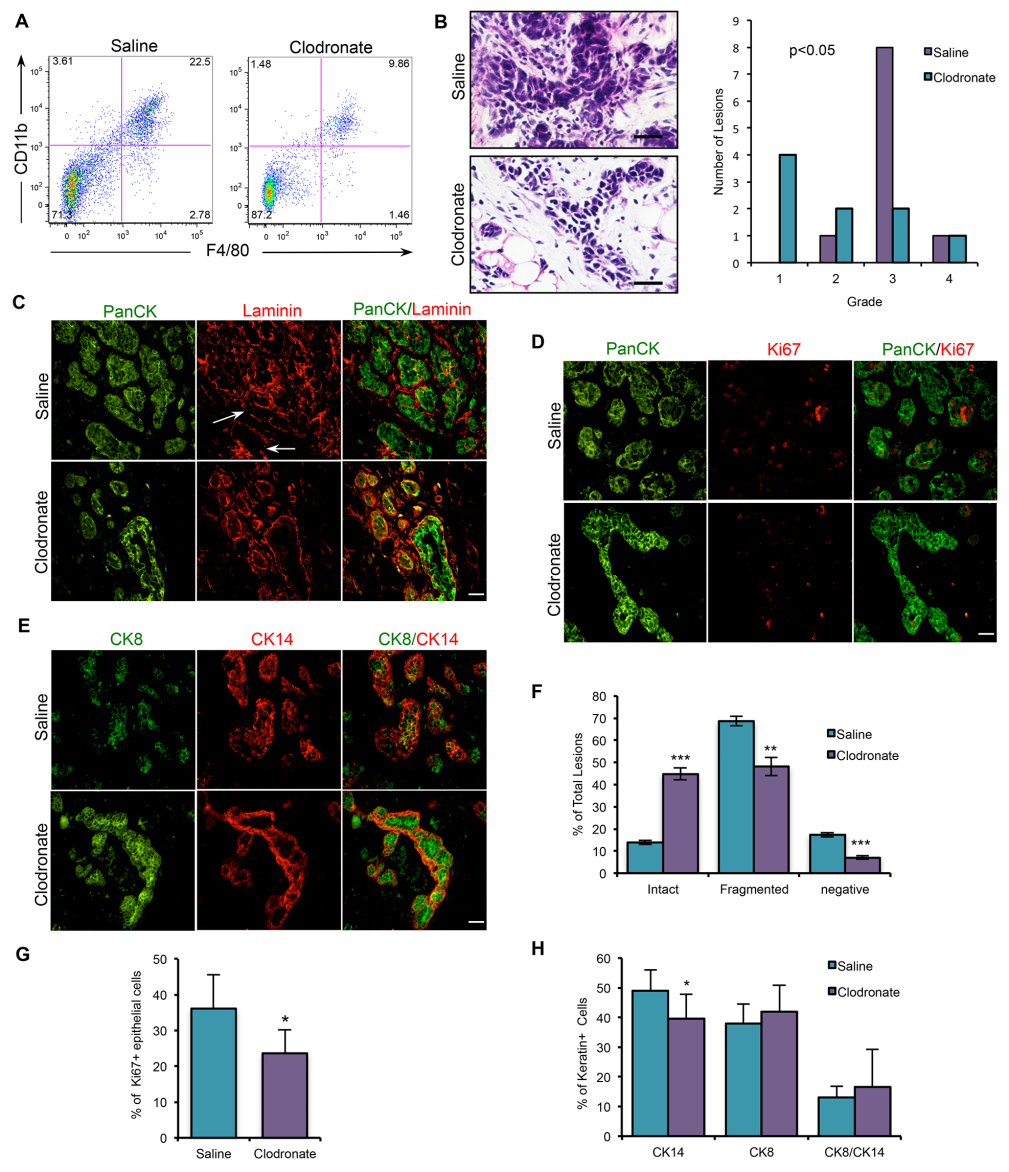
Macrophage depletion using clodronate liposomes impairs the progression of PN1a lesions **A.** Dot plot depicts that the number of CD45^+^CD11b^+^F4/80^+^ cells is decreased in PN1a lesions in clodronate liposome-treated mice as compared to saline-treated. **B.** H&E analysis and quantification of histological grade of saline- and clodronate liposome-treated lesions. Values shown are the number of lesions classified for each histological grade, and a one-way ANOVA with Tukey post-hoc test was used to determine significant differences in grade (p< 0.05). **C-E.** Representative images of immunostaining of early stage PN1a lesions from saline- or clodronate-treated mice using antibodies to C. pan-cytokeratin (PanCK, green) and laminin (red), showing intact or fragmented (white arrow) basement membranes, D. PanCK (green) and Ki67 (red), E. CK8 (green) and CK14 (red). **F.** Quantification of the integrity of the basement membrane as defined by intact, fragmented or negative. A minimum of 5 FOVs were counted for each lesion, and a minimum of 10 lesions (6 mice) were analyzed for each treatment group (n=10). **G.** Graph depicts the percentage of Ki67^+^ proliferating cells, calculated by counting total epithelial cell number by co-staining with PanCK. A minimum of 6 FOVs were counted per each lesion, and a minimum of 6 mice (9 lesions) were counted for each treatment group. **H.** Quantification of CK8 and CK14 staining. Ten FOV were counted for each lesion and a minimum of 10 lesions (6 mice) were counted for each group. Values are shown as the mean + SD. *p<0.05, **p<0.01, ***p<0.001. Scale bars = 20 μm.

Next, we asked whether macrophages were required for primary tumor formation. For these experiments, clodronate liposomes were administered every 3 days for 9 weeks (11 weeks post-transplantation), to allow for palpable tumor formation. Mammary tumors began to form as early as 7 weeks post-transplantation in both groups, however by 11 weeks, there was a significant reduction in palpable tumors in macrophage-depleted mice as compared to saline-treated animals. Furthermore, there was a significant decrease in tumor volume at 11 weeks post-transplantation in macrophage-depleted mice as compared to control mice (Figure 7). Collectively, these results suggest that macrophages in early stage lesions are tumor-promoting and that depletion of macrophages in pre-invasive lesions significantly delays primary tumor formation.

**Figure 7:**
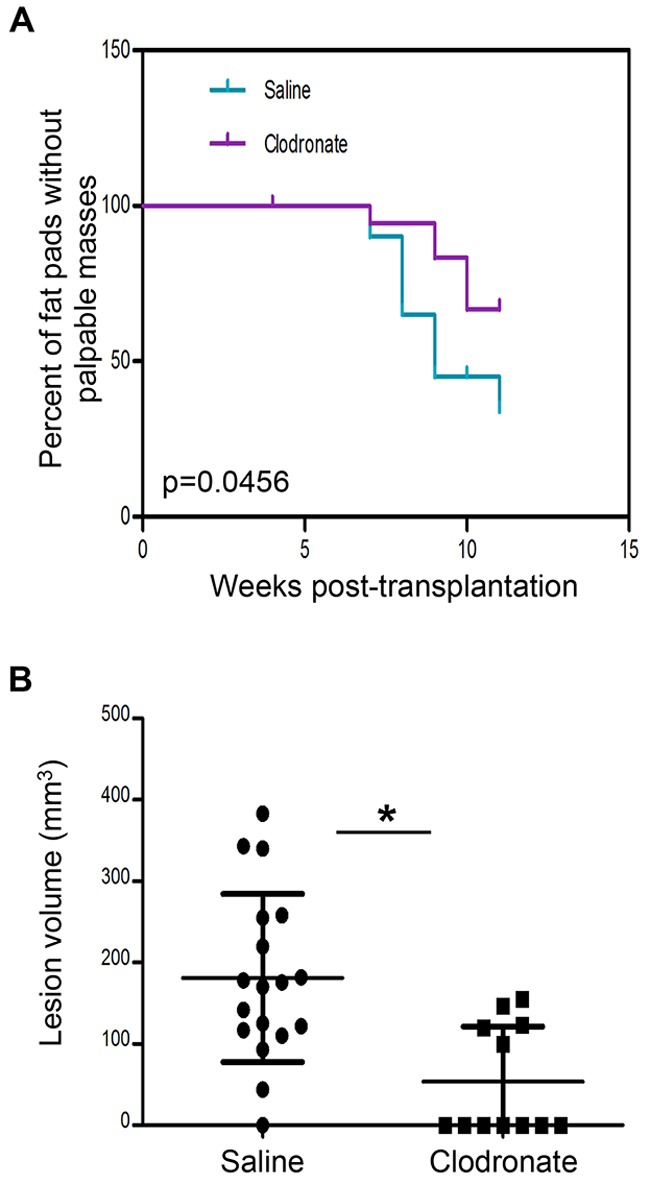
Macrophage depletion using clodronate liposomes impairs PN1a tumor formation *in vivo* PN1a-bearing mice were administered clodronate liposomes (or saline control) every 3 days for 9 weeks (11 weeks post-transplantation), to allow for palpable tumor formation. **A.** Kaplan-Meier curve showing the number of fat pads with palpable masses at 0-11 weeks post-transplantation. The log rank test was used for statistical analysis (p=0.0456), and 20 lesions (10 mice) were included for each group. **B.** Scatter plots show quantification of tumor volume (mm^3^) at 11 weeks post-transplantation for saline-treated (18 lesions/tumors, 10 mice) or clodronate liposome-treated (12 lesions/tumors, 11 mice) *p<0.05.

## DISCUSSION

Early mammary lesions such as ADH and DCIS confer an increased relative risk for the development of breast cancer later in life [19]. Currently, the mechanisms that mediate the transition from pre-invasive lesions to invasive breast cancer are largely unknown. In this study, we utilized a unique transplantable model of early progression to identify factors driving the progression of premalignant mammary lesions. 

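Among 27 chemokine and colony stimulating factor ligands measured in PN1a and PN1b lesions, Ccl12 rose in PN1a and none fell (1 and 2 when adjusted over the list alone). The median log2 fold change was -0.32, 9 ligands were above 0 and the list did not pass (camera, adjusted p = 0.479). Ccl8, another monocyte attractant, had 1.12 (adjusted p = 0.132 from limma). Cxcl13, which attracts B cells, had -1.26 (adjusted p = 0.0701 from limma) and Cxcl14 -0.90 (adjusted p = 0.0650 from limma), and these did not pass. Among fits with 1 sample left out Cxcl13 passed without PN1a 4 (adjusted p = 0.0378 from limma) and Cxcl14 without PN1b 5 (adjusted p = 0.0256 from limma), and Cxcl14 also passed above the median level, for log2(value + 16) and with trend and robust. None of 17 chemokine receptors passed (2 were higher and 1 lower when adjusted over the list alone), with a median of 0.03 (camera, adjusted p = 0.332).
The ligands differed among PN1a samples. Relative to the average of all samples, the mean of the list was -1.53 in PN1a 1 and -1.68 in PN1a 2, against -0.19 to 0.95 in the other 9 samples. The log2 intensity of the neutrophil attractant Cxcl1 was 4.18 and 3.91 in PN1a 1 and PN1a 2 against 8.90 to 9.85. In the same samples the mean of the macrophage markers was 1.10 and 0.42, against -0.95 to 0.49.
With PN1a 1 and PN1a 2 left out, chosen after the data were seen, the median of the ligands was 0.85 (camera, adjusted p = 9.6e-05). Within batch 1 it was -0.99, and with array batch as a block the list was called lower (camera, adjusted p = 0.0451).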

Gene profiling showed increased expression of several inflammatory chemokines and macrophage markers in PN1a lesions, which have a high tumor-forming potential, as compared to PN1b lesions, which rarely progress to tumors (Figure 2). Immunohistochemistry and flow cytometry showed that macrophages were recruited to ductal hyperplasias in PN1a lesions where they expressed cell surface markers characteristic of a tumor-promoting phenotype (Figures 2 and 3, Supplementary Figure 1). In support, macrophages were recruited to PN1a acini in a 3-D co-culture system, where they induced a malignant phenotype (Figure 5). Finally, depletion of macrophages *in vivo* significantly delayed the progression of PN1a lesions to palpable tumors, suggesting a critical role for macrophages in early progression.

Tumor-associated macrophages in established tumors have been shown to promote breast cancer cell invasion, angiogenesis and metastasis [3, 20]. However, their function in early stage lesions has been debated. In the polyoma middle T antigen mouse model of mammary tumorigenesis (MMTV-PyMT), genetic ablation of *Csf1* - a cytokine required for monocyte to macrophage differentiation – resulted in the attenuation of tumor metastasis and a reduction in multiple foci on the distal duct; however, the growth rate and incidence of primary tumors remained unchanged, suggesting that macrophages do not mediate tumor formation [21]. This data stands in contrast to a growing body of literature suggesting that macrophages at the pre-invasive stage have tumor-promoting activities, including immunosuppression and promotion of cell invasion. Schwertfeger and colleagues showed that macrophages are recruited to mammary hyperplasias in response to FGFR activation, where they promote tumor cell migration and invasion in a CXCR2-dependent manner [22, 23]. In a model of ulcerative colitis-induced carcinogenesis, recruited macrophages were shown to have tumor-promoting function and to express numerous pro- and anti-inflammatory cytokines [24]. Likewise, our data suggests that recruited macrophages in ductal hyperplasias exert pro-tumorigenic activities that promote primary tumor formation. This model is highly relevant to human premalignancy as mutations in p53 occur in some cases of ADH as well as 20-40% cases of DCIS [25]. Furthermore, p53-null pre-invasive lesions recapitulate the intra-tumoral heterogeneity displayed in human disease [11]. Macrophage activity during tumor initiation and early stage progression may depend on lesion histopathology, as MRI studies have shown that the infiltration of CD68^+^ cells is strongly associated with high grade comedo DCIS lesions [26]. Moreover, gene expression analysis of patients with DCIS demonstrated that a macrophage response signature is associated with high grade, ER/PR-negative DCIS, and that this signature is conserved during progression to invasive cancer [27]. Thus, the discordant findings on the role of macrophages in early stage mammary lesions may be a reflection of tumor heterogeneity, subtype specificity, or inherent differences of mouse models.

Once infiltrated into the tumor microenvironment, macrophages differentiate and respond to local cues to exert a variety of activities, including immunosuppression, angiogenesis, metastasis, tumor cell survival, migration and invasion [4]. Our *in vitro* data shows that PN1a-secreted factors can induce macrophages to express a unique set of cytokines, including *Arg1* and *Tgfb* (Figure 4), which have been shown to suppress tumor cell proliferation and CD8^+^ T-cell activity [28]. Interestingly, *Il6* and *Tnf* were also induced. While these cytokines have classic roles in inflammation, they have more recently been shown to promote angiogenesis, metastasis and stem cell self-renewal [4, 29]. Finally, the pro-inflammatory cytokine *Gas6* was induced (Figure 4), which has been shown to promote tumor cell survival and invasion [30]. These results suggest that PN1a pre-invasive cells differentiate macrophages toward a pro-tumorigenic phenotype. In support of this notion, others have shown that exposure of CD14^+^ peripheral blood mononuclear cells to breast cancer cell line-secreted factors increases their expression of the scavenger receptor CD163 and the OX-2 membrane glycoprotein, CD200R, while concomitantly decreasing their expression of the T-cell co-stimulatory molecule, CD86 [31]. Our flow cytometry analysis of macrophages in 8 and 16 week PN1a lesions showed high expression of the scavenger receptor, CD206, and MHCII as compared to macrophages in PN1a tumors, which had higher expression of the mannose receptor CD204 and were MHCII^LO^. This increase in MHCII^LO^ macrophages in PN1a tumors is not surprising as MHCII^LO^ macrophages have been associated with a hypoxic tumor microenvironment in breast, lung, and ovarian mouse tumor models [16, 28, 32]. In contrast, MHCII^HI^ macrophages have been shown to be associated with normoxic regions, exhibit a pro-inflammatory, anti-tumor phenotype, and have iNOS-dependent T-cell suppressor activity [16]. The expression of CD206^+^ and MHCII^HI^ populations in PN1a lesions suggest that these macrophages may exert both pro-tumor and anti-tumor functions.

In the developing mammary gland, macrophages are required for normal branching morphogenesis, ductal elongation, and the repopulation ability of mammary stem cells [33, 34]. Emerging evidence indicates that tumor-promoting macrophages support cancer stem cell renewal, maintenance, and migratory capacity through the secretion of numerous factors including IL-6 and TNFα. Although it is unknown how the increase in macrophage infiltration may effect stem cell populations in PN1a lesions, the increased secretion of IL-6 and TNFα may support cancer stem cell function in PN1a lesions, which could contribute to the enhanced tumor-forming potential of PN1a lesions as compared to PN1b lesions. Further studies are required to address this mechanism.

Macrophages are highly plastic, and their phenotype can change in response to a variety of cues from their microenvironment. For instance, tumor and T-regulatory cell-derived IL-10 can skew macrophages toward an anti-inflammatory phenotype characterized by activation of STAT3 and increased expression of CD163, CCL18, and SOCS3. In addition, the cytokine, TNFα, along with IFN-γ induces macrophage expression of the immune-inhibitory receptor, PD-L1, leading to suppressed T-cell proliferation and cytokine production [35, 36]. 

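Transcripts of Ptgds, prostaglandin D2 synthase, rose in PN1a lesions. The mean log2 intensity was 5.39 ± 0.31 (SD, n = 5) in PN1a and 3.87 ± 0.38 (SD, n = 6) in PN1b, a log2 fold change of 1.52 (SE 0.22, adjusted p = 0.00289 from limma), and its other probe sets, with 1.89 and 1.45, were also called. Ptger3, a receptor of prostaglandin E2, had 1.16 (SE 0.30, adjusted p = 0.0580 from limma), which did not pass. Among fits with 1 sample left out it passed without PN1a 5 or PN1b 5 (adjusted p = 0.0391 and 0.0302 from limma), and its second probe set had -0.37 (adjusted p = 0.497 from limma). The prostaglandin D2 receptor Ptgdr had 0.66 (adjusted p = 0.125 from limma) and the thromboxane receptor Tbxa2r -0.80 (adjusted p = 0.130 from limma).
Of 15 genes of prostaglandin synthesis, breakdown and reception, Ptgds was called and no other (3 were higher and 1 lower when adjusted over the list alone). The median was 0.19 (camera, adjusted p = 0.0716). The list was called when PN1a 1, PN1a 2, PN1b 5 or PN1b 6 was left out alone (camera, adjusted p = 0.0246 to 0.0440). It was also called without both PN1a 1 and PN1a 2, chosen after the data were seen. The median was then 0.59 (camera, adjusted p = 0.00433). Within batch 1 the log2 fold change of Ptgds was 1.28 (adjusted p = 0.440 from limma) and the list's median was -0.17. The arrays measure transcripts, and the level of prostaglandin itself was not analysed here.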

Although it is unclear which PN1a-derived factors are driving this change in polarization, our microarray showed that prostaglandin was increased in PN1a lesions, which has previously been shown to be a tumor-derived factor capable of polarizing macrophages toward a tumor-promoting phenotype [37]. 

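Ccl2 and Csf1 transcripts did not pass the test between PN1a and PN1b lesions. The mean log2 intensity of Ccl2 was 6.64 ± 3.29 (SD, n = 5) in PN1a and 8.15 ± 0.75 (SD, n = 6) in PN1b, a log2 fold change of -1.52 (SE 1.13, adjusted p = 0.509 from limma). For Csf1 it was 6.78 ± 1.20 (SD, n = 5) in PN1a and 6.73 ± 0.58 (SD, n = 6) in PN1b, a log2 fold change of 0.05 (SE 0.47, adjusted p = 0.970 from limma). Ccl2 was 3.25 in PN1a 1 and 2.85 in PN1a 2 and 7.37 to 9.54 in the other 9 samples, and Csf1 was 5.91 and 5.17 against 6.21 to 7.96.
With PN1a 1 and PN1a 2 left out, the log2 fold changes were 0.88 for Ccl2 (adjusted p = 0.324 from limma) and 0.88 for Csf1 (adjusted p = 0.233 from limma). Within batch 1 they were -2.27 and -0.22.

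**Figure D5:**
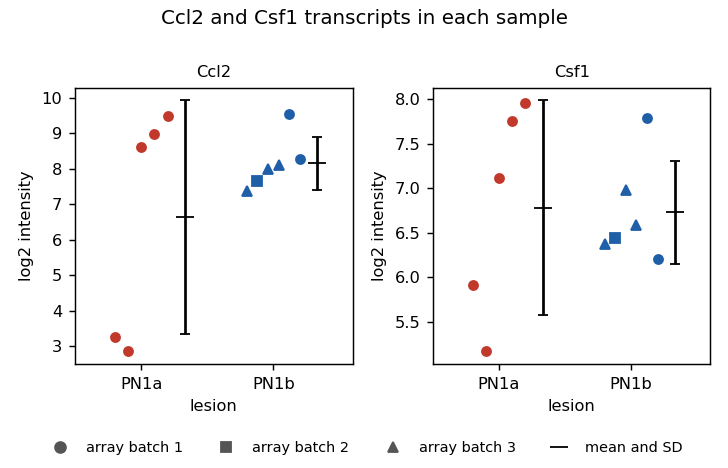
Log2 intensity (y axis) of Ccl2 and Csf1 transcripts in 5 PN1a and 6 PN1b samples (x axis), 1 point per sample, with the marker shape giving the array batch and the bar the mean and SD of the group. PN1a 1 and PN1a 2 are the lowest points of both genes.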

We also found increased expression of the macrophage chemotactic proteins, CCL2 and CSF-1. Both of these genes have been correlated with poor prognosis in breast cancer patients [38–40]. Moreover, several studies have shown a positive correlation between the number of infiltrating macrophages in invasive ductal carcinoma and the expression of CCL2, CSF-1, and CCL5 [41, 42]. However, *in vivo*, the relative contribution of PN1a cell-derived factors toward macrophage polarization is likely more complex, as the presence of other immune cells such as B lymphocytes and T-regulatory cells may influence macrophage recruitment and polarization.

Over the last decade, considerable progress has been made characterizing tumor-associated macrophages in breast cancer. As a result, there are currently several anti-macrophage therapeutic strategies that have been developed and are currently in clinical trials for the treatment of metastatic breast cancer (clinicaltrials.gov). These include blocking macrophages by inhibiting CSF-1/CSF1R signaling, as well as disrupting cytokines/chemokines that recruit and polarize macrophages to a pro-tumor phenotype. Our studies suggest that preferentially targeting macrophages and/or disrupting macrophage polarization may also be beneficial in patients with early stage lesions. However, further studies are required to understand the mechanisms that drive macrophage recruitment, polarization and function in pre-invasive mammary lesions.

## MATERIALS AND METHODS

### Mice and cell lines

Mice were maintained in a pathogen-free facility in accordance with the NIH Guide for the Care and Use of Experimental Animals with approval from the Tulane School of Medicine Institutional Animal Care and Use Committee. Balb/c mice were obtained from Envigo, and *Trp53*^-/-^ mice (Balb/c) have been described [43]. RAW 264.7 cells (ATCC) were maintained in DMEM containing 10% fetal bovine serum (FBS) (Life Technologies) and 1% penicillin-streptomycin (Life Technologies). L929 cells were a kind gift from Dr. Kathryn L. Schwertfeger's lab (University of Minnesota) and L929 conditioned media was prepared from them as previously described [44]. All cell lines used in these studies were authenticated by STR Profiling (DDC Medical). All tissue culture materials used for the isolation and analysis of macrophages were made of polypropylene.

### Transplantation, whole mount analysis, and immunostaining of mammary glands

PN1a and PN1b lesions were derived from *Trp53*^-/-^ mice (Balb/c) as previously described [11]. For maintaining and expanding tissue, contralateral mammary glands containing PN1a or PN1b lesions after 8 weeks of outgrowth were minced into 1 mm fractions with a scalpel and re-transplanted into the cleared fat pads (#4 contralateral glands) of 3 week old female Balb/c mice (weight 10-13 g) as previously described [45]. For whole mount analysis, mammary glands were fixed in cold 4% paraformaldehyde (Thermo Fisher Scientific) for 2 hours and stained with carmine alum (Sigma Aldrich) overnight. The next day, glands were dehydrated in a series of ethanols and placed in xylene before imaging on a Leica M165 FC stereoscope (Leica Biosystems). Mammary glands were then embedded in paraffin and sectioned, and sections were deparaffinized and rehydrated before staining with hematoxylin and eosin (H&E).

Immunostaining was performed as previously described [46] with the following modifications: immunohistochemistry with F4/80 was performed in absence of antigen retrieval, endogenous peroxidases were blocked by incubating sections in a solution containing 3% hydrogen peroxide and methanol, and M.O.M. blocking reagent (Vector Labs) was used for mouse monoclonal antibodies. Primary antibody incubations were performed according to the manufacturer's instructions (Supplementary Table 1). For each mammary gland (10 mammary glands per antibody), 8-10 random fields of view (FOV) were captured using a Nikon Eclipse Ci microscope (Nikon Instruments) at 40X magnification unless otherwise specified, and positive cells were counted using the NIS-Elements Basic research Software (Nikon Instruments). For quantification of macrophages, F4/80^+^ cells were expressed as the average number of positive cells per FOV. For quantification of Ki67, the number of positive cells was calculated as a percentage of total epithelial cells using panCK co-staining as a marker of epithelium. Laminin expression was expressed as the percentage of lesions counted and lesions were categorized as having an intact, discontinuous, or negative basement membrane status based on previous studies [47].

### Gene expression profiling

Mammary glands from PN1a (n=5) or PN1b (n=6) lesions at 8 weeks post-transplantation, or p53^-/-^ mice (n=3) at 10 weeks of age were removed and homogenized in TRIzol reagent (Life Technologies) to fully lyse the tissue. Total RNA was isolated according to the manufacturer's instructions, followed by Qiagen RNeasy column purification (Qiagen). cRNA was synthesized and hybridized onto Affymetrix MG_U74Av2 chips using recommended procedures for synthesis, hybridization, washing, and staining with streptavidin-phycoerythrin. CEL files were processed using dChip (using PM-MM model and quantile normalization). Differences were defined between PN1a and PN1b samples using a two-sided t-test (on log-transformed values) and fold change. 

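On the deposited log2 intensities, the methods' t-test with a p under 0.01 and a fold change over 1.5 called 271 probe sets higher and 442 lower in PN1a, with array controls left out. It called each of the 309 probe sets that limma called. After Benjamini-Hochberg adjustment over all probe sets, at an adjusted p under 0.05 and the same fold change, it called 50 higher and 95 lower.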

Differences between PN1a and p53^-/-^ samples, and PN1b and p53^-/-^ samples, as well as a complete list of the top differential genes are included in Supplementary Table 2. Gene Ontology term enrichment was determined using the SigTerms tool [48]. Array data were deposited in the Gene Expression Omnibus (accession number GSE84828).

### Flow cytometry

For analysis of immune cells, PN1a glands were dissected from Balb/c mice, minced and digested for 20 minutes with shaking in a DMEM/F12 (Life Technologies) media containing 1 mg/ml of collagenase A (Roche), 25 μg/ml of DNAse I (Roche), and 1% antibiotic-antimycotic (Life Technologies). Lymph nodes were removed from all mammary glands prior to mincing. Digestion was neutralized by adding DMEM/F12 (Life Technologies), supplemented with 10% FBS (Life Technologies), and cells were filtered four times through a 70 μm strainer (BD Bioscience). Cells were then incubated at 4°C with 1 μg/million cells of CD16/CD32 Fc block (BD Bioscience) for 10 minutes and incubated on ice for 30 minutes with fluorophore conjugated anti-mouse antibodies as indicated in Supplementary Table 1. Subsequently, cells were washed twice with Hank's balanced salt solution (HBSS) (Life Technologies) containing 2% FBS (Life Technologies), filtered through a 35 μm cell strainer (BD Bioscience), and stained with 5 nM SYTOX red or 7AAD (Life Technologies). Flow cytometry was performed using a LSRII or FACSAria IIu cell sorter (BD Biosciences) and analyzed with FlowJo v10.1 (Tree Star, Inc).

### Epithelial cell isolation from PN1a lesions

To isolate epithelial cells from PN1a lesions, mammary glands containing 8 week outgrowths of PN1a lesions were minced into 1 mm fractions using a scalpel and digested for 1 hour with shaking in DMEM/F12 (Life Technologies) media containing 1X antibiotic-antimycotic (Life Technologies), 2 mg/ml of collagenase A (Roche), and 25 ug/ml of DNAse I (Roche). Then, the cells were washed with DMEM/F12 (Life Technologies) containing 5% FBS (Life Technologies) and enriched for epithelial organoids by a series of four 3 second pulses at 450 x g [49]. Enriched organoids were trypsinized (0.05% trypsin) for 20 minutes, passed through a 70 μm filter (BD Bioscience), and washed with PBS (Life Technologies). Subsequently, PN1a cells were centrifuged at 600 x g for 5 minutes, trypsinized for 5 minutes, and passed through a 70 μm filter (BD Bioscience). The resulting enriched population was centrifuged for 10 minutes at 600 x g and resuspended in DMEM/F12 media containing 5% FBS (Life Technologies), 1% antibiotic-antimycotic (Life Technologies), 5 μg/ml of insulin (Sigma Aldrich), and 5 ng/ml of epidermal growth factor (EGF) (Millipore) and prepared for experiments.

### Preparation of bone marrow-derived macrophages

Bone marrow was obtained from the femur and tibia of C57BL/6 mice as described [50]. Cells were cultured in a 10 cm petri dish for one week in DMEM (Life Technologies) supplemented with 10% FBS (Life Technologies), 1% penicillin and streptomycin (Life Technologies), and 20% L929 conditioned media. After 7 days of culture, BMDMs were enriched for F4/80-positive cells using the Magnisort F4/80 positive selection kit (eBioscience) according to the manufacturers instructions.

### Two-dimensional co-culture

PN1a cells were isolated from mammary glands containing 8 week old outgrowths as described above. One million cells were seeded in a 6 well plate in DMEM/F12 containing 5% FBS (Life Technologies), 1% antibiotic-antimycotic (Life Technologies), 5 μg/ml of insulin (Sigma Aldrich), and 5 ng/ml of EGF (Millipore), and incubated at 37°C/5% CO_2_. For control media, DMEM/F12 containing 5% FBS (Life Technologies), 1% antibiotic-antimycotic (Life Technologies) was added to a 6 well plate and incubated at 37°C/5% CO_2_. After 72 hours, conditioned or control media was collected and added to BMDMs or RAW 264.7 cells that had been serum starved overnight. After 2 hours, cells were collected in TRIzol (Life Technologies) for gene expression analysis.

### Quantitative RT-PCR

Total RNA was extracted from RAW 264.7 cells or primary BMDMs using TRIzol and DNA-free DNA Removal Kit (Life Technologies) according to the manufacturer's instructions. cDNA was prepared using the iScript cDNA Synthesis Kit (Biorad) and qPCR was performed using SYBR green methodology on a CFX96 Touch Real-Time Detection System (Biorad). The primer sequences are listed in Supplementary Table 3, and the relative gene expression changes were determined using the 2^-ΔΔCt^ method, where GAPDH (RAW 264.7) or 18S (BMDMs) served as the internal control. For each gene, 3 (RAW 264.7 cells) or 4 (BMDMs) biological replicates were analyzed.

### Three-dimensional co-culture

Epithelial cells were isolated from PN1a lesions at 8 weeks post-transplantation as described above and further enriched using EasySep Mouse Epithelial Cell Enrichment Kit (STEMCELL Technologies). Ten thousand PN1a cells were seeded on growth factor-reduced Matrigel® (BD Bioscience) in a Nunc 8 well chamber system (Thermo Fisher Scientific) as described previously [17]. After 3 days, BMDMs that had been isolated as described above were labeled with PKH26 (Sigma Aldrich) and added to the culture. After 10 days of co-culture, the structures were imaged under a 40X objective using an Evos FL microscope (Thermo Fisher Scientific). Subsequently, the slides were fixed with 2% paraformaldehyde, permeablized with 0.5% Triton X-100 (Thermo Fisher Scientific), and washed with PBS containing 100 mM glycine (Thermo Fisher Scientific). Afterwards, the slides were blocked with PBS containing 10% goat serum (Life Technologies), 0.1% BSA (Sigma Aldrich,), 0.2% Triton-X 100 (Thermo Fisher Scientific), and 0.05% Tween-20 (Sigma Aldrich) for 1 hour, and stained with primary antibodies listed in Supplementary Table 1 overnight at room temperature. The following day, slides were washed with PBS containing 10% goat serum (Life Technologies), 0.1% BSA (Sigma Aldrich), 0.2% Triton-X 100 (Thermo Fisher Scientific), and 0.05% Tween-20 (Sigma Aldrich) and stained with anti-mouse or anti-rabbit secondary antibodies conjugated to Alexa Fluor dyes for one hour. Afterwards, slides were wash and mounted withVectashield Mounting medium with 4’,6-Diamidino-2-phenylindole (DAPI) (Vector Labs). Confocal images were acquired under a 60X object using a Nikon A1plus confocal microscope with PMT and GaASP detectors.

### Macrophage depletion

PN1a cells were isolated from mammary glands containing PN1a lesions 8 weeks post-transplantation as described above. Viable cells were counted on a hemacytometer using trypan blue exclusion dye and resuspended at a concentration of 1,000 cells/10 μl in a 1:1 solution of PBS and growth factor-reduced Matrigel® (BD Biosciences). Ten microliters of cells were injected into contralateral cleared fad pads of 3 week old syngeneic mice using a 26 gauge needle and a 50 μl Hamilton glass syringe (Hamilton Company). After two weeks, mice were randomly distributed into groups and began intravenous injection (tail vein) of 100 μl (5 mg) per 10 g of body weight of clodronate-liposomes (clodLIP B.V.) or an equal volume of saline every 3 days. Long-term intravenous administration of clodronate-liposomes has been previously shown to deplete all macrophage subsets in the liver, spleen, and bone marrow as well as precursor blood monocytes in circulation [51]. Different cohorts were treated for the indicated times depending on the experiment. For tumor latency studies, mice were palpated and tumors size was measured with calipers every other day. Tumor volume was calculated at time of sacrifice (11 weeks) based on the formula (LxW^2^)/2. One mouse in the saline group was sacrificed early due to a tumor volume greater than 10% of body weight, and two mice in the clodronate group were sacrificed early do injection site related illness. All 3 mice were censored in the Kaplan-Meier plot, and excluded from tumor volume quantification. Body mass was measured at week 11 to verify health status of all mice included in tumor latency studies.

### Statistical analysis

All tests were performed using GraphPad Prism 5. The significance of fold changes for qPCR and immunostaining results was calculated using an unpaired t-test. Data was verified as Gaussian using the D’Agostino-Pearson Omnibus. For the quantification of histological grade, significance was calculated using one way ANOVA with Tukey post-hoc test. For tumor latency experiments, time was counted from the day of PN1a transplantation until the time of sacrifice. The significance was calculated using the log rank test. For 3-D co-culture experiments, the number of non-malignant and tumor-like acini were counted in each well and the significance was calculated using a 2×2 contigency and Chi-squared analysis.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Macrophages promote the progression of premalignant mammary lesions to invasive cancer
**Source:** Oncotarget. 2017 Jan 31;8(31):50731–46. doi: 10.18632/oncotarget.14913
**Supplement:** Supplementary file 1

# Macrophages promote the progression of premalignant mammary lesions to invasive cancer

## SUPPLEMENTARY MATERIALS

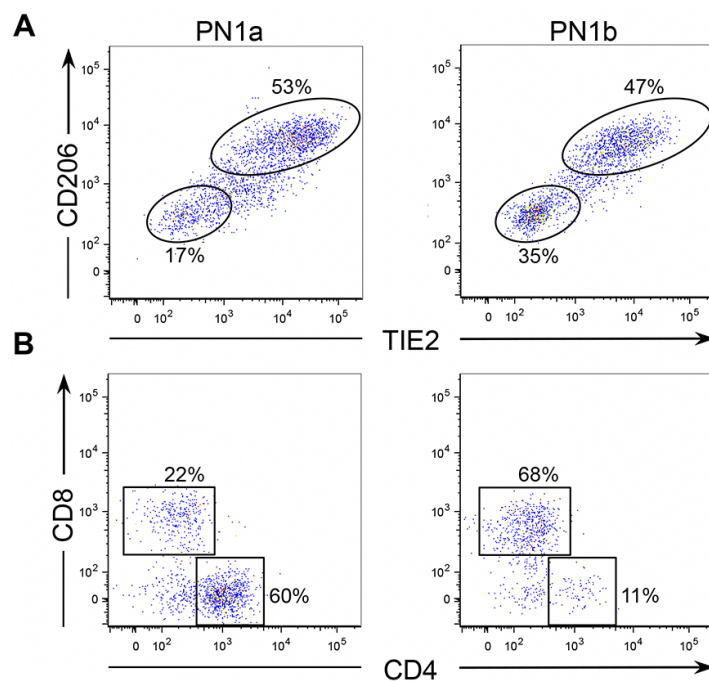

**Supplementary Figure 1: Myeloid and lymphoid populations in PN1a and PN1b lesions.** **A.** Dot plots show CD206 and TIE2-expressing macrophages after gating on CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup> cells in PN1a and PN1b lesions at 16 weeks post-transplantation. **B.** Dot plots depict the proportion of CD8<sup>+</sup> (cytotoxic T cells) and CD4<sup>+</sup> (T helper cells) lymphocytes after gating on CD45<sup>+</sup>CD11b<sup>+</sup>CD3<sup>+</sup> cells in PN1a and PN1b lesions at 16 weeks post-transplantation. Data shown represent 1 experiment using 2 pooled lesions (2 mice) in each group, and the experiments were repeated 2-4 times.

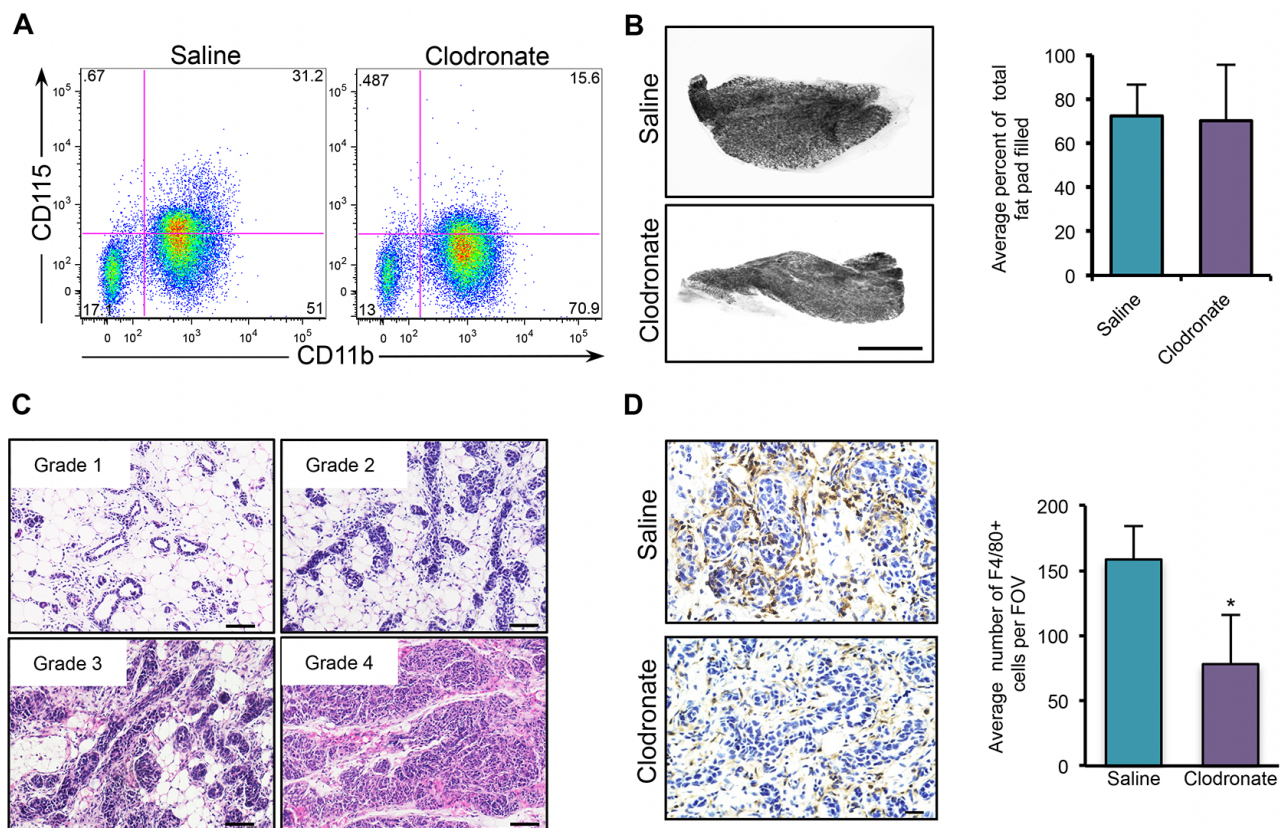

**Supplementary Figure 2: Macrophage depletion in PN1a-bearing mice.** **A.** Dot blot depicts the number of CD11b<sup>+</sup>CD115<sup>+</sup> cells that were isolated from the bone marrow of saline or clodronate liposome-treated mice bearing PN1a lesions. Cells were gated on SYTOX red<sup>-</sup> and CD45<sup>+</sup> subpopulations, and a minimum of 3 mice (3 lesions) were analyzed per a group. **B.** Representative images of carmine-stained saline- and clodronate liposome-treated PN1a lesions. scale bar = 2.5 mm (left). Graph depicts the percent of total fat pad filled where a minimum of 10 lesions (6 mice) were analyzed per group. Values are mean + SD,  $p=0.79$ . **C.** H&E staining demonstrating histological grades of PN1a lesions. Grade 1 lesions are characterized by diffuse, well-organized glandular patterns with a single layer of luminal epithelial cells surrounding a central lumen with focal or multifocal hyperplastic regions. Grade 2 lesions have diffuse, well-differentiated hyperplastic ductal and lobuloalveolar patterns, while grade 3 lesions show multifocal regions consisting of solid nests and hyperplastic ductal structures with cytologic atypia. Grade 4 lesions are characterized by solid nests of epithelial cells with little or no glandular differentiation and cytologic atypia. Scale bars = 10  $\mu$ m. **D.** Representative images of saline- and clodronate liposome-treated lesions stained with an antibody to F4/80 to detect macrophages (left). Graph represents the average number of F4/80<sup>+</sup> cells per field of view (FOV). Ten FOV were counted for each lesion at 20X magnification, and a minimum of a 10 lesions (6 mice) were analyzed for each group. Values are mean + SD. \* $p<0.001$ , Scale bar = 10  $\mu$ m.

**Supplementary Table 1: List of antibodies for immunostaining and flow cytometry**

| Antibody            | Application | Manufacturer      | Clone       | Dilution |
|---------------------|-------------|-------------------|-------------|----------|
| CK8                 | IF          | DSHB              | TROMA-1     | 1:250    |
| CK8                 | IF          | Biologend         | Poly19053   | 1:200    |
| CK14                | IF          | Covance           | PRB-155P    | 1:400    |
| CK8                 | IF          | Progen Biotechnik | 18.04       | 1:200    |
| pan-CK              | IF          | Abcam             | AE1/AE3+5D3 | 1:50     |
| integrin $\alpha 6$ | IF          | BD Biosciences    | GoH3        | 1:200    |
| Ki67                | IF          | Abcam             | SP6         | 1:100    |
| Laminin             | IF          | Sigma             | L9393       | 1:100    |
| F4/80               | IHC         | AbD Serotec       | A3-1        | 1:100    |
| F4/80               | FC          | Biologend         | BM8         | 1:100    |
| MHCII               | FC          | Biologend         | I-A/I-E     | 1:100    |
| TIE2                | FC          | Biologend         | TEK4        | 1:200    |
| CD3                 | FC          | Biologend         | 145-2C11    | 1:200    |
| CD4                 | FC          | Biologend         | GK1.5       | 1:200    |
| CD8                 | FC          | Biologend         | 53-6.7      | 1:200    |
| CD11b               | FC          | eBioscience       | M1/70       | 1:100    |
| CD45                | FC          | BD Biosciences    | 30-F11      | 1:100    |
| CD204               | FC          | BD Biosciences    | 2F8         | 1:100    |
| CD206               | FC          | Biologend         | C068C2      | 1:100    |

IF: immunofluorescence; IHC: immunohistochemistry; FC: flow cytometry.

**Supplementary Table 2: Complete list of differential gene expression in PN1a, PN1b and p53-null mammary glands.**

See Supplementary File 1

Supplementary Table 3: Primer sequences for qPCR

| Gene symbol    | Sense primer (5'-3')     | Antisense primer (5'-3') |
|----------------|--------------------------|--------------------------|
| <i>Il6</i>     | AGTCAATTCCAGAAACCGCTATGA | TAGGGAAGGCCGTGGTTGT      |
| <i>Il10</i>    | CAGAGCCACATGCTCCTAGA     | TGTCCAGCTGGTCCTTTGTT     |
| <i>Il12p40</i> | CAGCCGAGTGATGTACAAGG     | TAAACGGGAAATCTGCACCT     |
| <i>Arg1</i>    | TTCTCAAAGGACAGCCTCG      | CAGACCGTGGGTTCCTCACA     |
| <i>Vegfa</i>   | AGGCTGCTGTAACGATGAAG     | TCTCCTATGTGCTGGCTTTG     |
| <i>Tgfb</i>    | TGGAGCAACATGTGGAATC      | GTCAGCAGCCGGTTACCA       |
| <i>Tnfa</i>    | CTGTAGCCACGTCGTAGC       | TTGAGATCCATGCCGTTG       |
| <i>18s</i>     | GTAACCCGTTGAACCCCAT      | CCATCCAATCGGTAGTAGCG     |
| <i>Gas6</i>    | GGATTTGCTACCTACAGGCTCA   | TAACTTCCCAGGTGGTTTCC     |
| <i>Gapdh</i>   | GCTACACTGAGGACCAGTTGT    | CTCCTGTTATTATGGGGGTCTG   |

<sup>a</sup> Sequences were designed using the Universal Probe Library Assay Design Center, Roche Applied Biosciences (<http://qpcr.probefinder.com/roche3.html>)

How the deposited data were processed for this re-analysis (not part of the article)

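Gene expression was analysed in 5 PN1a and 6 PN1b samples of mammary glands at 8 weeks post-transplantation, measured on Affymetrix MG_U74Av2 arrays. The authors processed the arrays in dChip with the PM-MM model and quantile normalization, and deposited 1 table of linear intensity values for 12488 probe sets. The version of dChip is not given in the sources used here. No scanner files were used, so neither the background correction nor the normalization was repeated from the arrays. The 3 p53-null samples of the paper's table were not analysed here.

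From the deposited intensity values log2 was taken without a pseudocount, and 66 control probe sets were left out. A filter on a floor of the table, set to act where at least 1% of values share the lowest value, removed nothing, since 0.817% did. Groups were taken from the sample labels and the paper, and array batch from the endings of the sample labels. Probe sets were named through the array annotation, updated by gene identifier, with 10833 of the tested probe sets carrying 1 symbol, 396 several and 1193 none. Gene order came from GRCm38.p6 for 8237 genes, and no coordinates were used.

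PN1a was compared with PN1b in R 4.3.3 with limma 3.58.1 (lmFit and eBayes on 11 samples, two-sided, Benjamini-Hochberg over 12422 probe sets, adjusted p under 0.05 and fold change of at least 1.5). The paper gives no covariate, and none was used. Gene lists were tested with camera on 1 probe set per gene, with a preset correlation of 0.01 and, beside it, an estimated one. Counts of called members are also given adjusted over the list alone. The mean of a list in a sample, relative to the average of the 11 samples, was compared between groups with an exact permutation test (462 splits). Neighbouring genes were tested as the median log2 fold change in windows of 15 genes, against 10000 shuffles of the gene order. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

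The 28 lists were written before the data were examined and after reading Supplementary Table 2, whose values count as seen. They are the genes of Figure 2B, macrophage and monocyte markers, anti-inflammatory and tumor-promoting macrophage genes, pro-inflammatory macrophage genes, MHC class II genes, chemokine and colony stimulating factor ligands, chemokine receptors, complement and acute phase genes, lysosome genes, prostaglandin genes, neutrophil, mast cell, T and NK cell, B cell and plasma cell, lymph node stroma, luminal epithelial, and basal and myoepithelial markers, milk protein genes, adipocyte genes, skeletal muscle genes, fibroblast and extracellular matrix genes, endothelial markers, and genes of proliferation, cholesterol synthesis, fatty acid oxidation, p53 targets, immediate early response and housekeeping. The rule for named genes was written at the same time. It takes every gene the paper names for the arrays, the 8 largest changes in each direction among called probe sets with 1 symbol and complete separation of the groups, up to 4 members of each list with the smallest adjusted p, genes of the markers that the paper measures by antibody or qPCR, and genes of a chromosomal neighbourhood that stands apart. A gene with several probe sets is given by the one with the highest mean, with others named where they differ. The text names part of the genes that the rule takes, chosen after their values were seen, and some of the others are not reported here. The level of 18S RNA and the genes Fos, Cxcl1, Ing1, Xab2, Col4a1 and Col4a2 lie outside the rule and were also chosen after their values were seen.

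The alternatives written before the data were examined are the methods' t-test, array batch as a fixed block, within batch 1 and as a random block, quantile normalization repeated, centring on the median, no filter and a filter at the median, log2(value + 16), other fold thresholds, eBayes with trend and robust, the mean of a gene's probe sets, fry, windows of 9 and 25 genes, and each sample left out in turn. Others were added after the data were seen, with PN1a 1 and PN1a 2 left out, with PN1a 5 and PN1b 6 left out, and, for neighbouring genes and array batch, with each sample left out or genes above the median alone. No 2 samples shared more than 1.09% of their values, and each was counted as a replicate.

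The steps were tested on simulated data with the means and spreads of 5 PN1a and 6 PN1b samples. Of 100 probe sets changed by 1 on the log2 scale 46% were called, and of 100 changed by 2, 89%. Among called probe sets 8.86% had not been changed, and 0 were called with nothing changed. A raised list and a raised run of 15 neighbouring genes were found.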

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

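The tests on array batch, cell types, DNA copies, RNA degradation and handling were chosen after the results they bear on had been seen, while the comparisons with other splits of the samples were planned.

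The called genes of the stretch on chromosome 8 around Gas6 had a median log2 fold change of 2.78, in genes that the paper does not discuss apart from Gas6. Within batch 1 their median was 2.63 and 5 of 7 were called, which argues against array batch, and the upper quartile of the macrophage markers was 1.26 with none at 2.78 or above, which argues against a larger share of macrophages. Of 100 splits of the 11 samples, 4 gave a window of 15 genes with a median as large as 0.95, the real one included. With 100 of the 462 possible splits drawn, without regard to array batch, 4 of 100 lies too near 0.05 to exclude chance by this test. The highest other split reached 1.22 on chromosome 6. A candidate explanation is more DNA copies of the stretch in PN1a. Of its measured genes 58.3% were called higher. Before it, with uncalled genes between them, Xab2 (2.73), Stxbp2 (3.01), Trappc5 (3.14), Irs2 (3.04) and Ing1 (1.22) were also called higher. F7 at 0.05 and Rasa3 at -0.19, within the stretch, and Col4a1 at -0.37 and Col4a2 at -0.52, near it, did not pass. Agpat5, after it, was called lower (-0.81). The uncalled genes of the stretch had a median log2 intensity of 2.88 against 7.17 for the called ones, so most of them test copies poorly. More copies thus cannot be told apart from a change of expression without DNA data. In the paper's own values, the median log2 fold of the 7 called genes of the stretch over p53-null glands was 2.64 in PN1a and -0.01 in PN1b.

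The macrophage markers had a median log2 fold change of 0.96, and 1 of 100 splits, the real one, gave a median as large. The highest other was 0.90. Chance can be excluded for splits that ignore array batch, but not within batch 1 (exact permutation p = 0.0952). A lower share of epithelial cells would raise other cell types alike, but the macrophage list rose by 1.11 over the mean of 7 other cell types (exact permutation p = 0.00216), which argues against it. Array batch stays open, since within batch 1 the difference was 0.66 (exact permutation p = 0.0952, and p = 0.0976 by camera with an estimated correlation) and PN1b samples of batch 1 were 0.39 above those of batches 2 and 3 (exact permutation p = 0.267). More macrophages in PN1a lesions, as the paper counts them by antibody, and more expression per macrophage were not told apart by any value here.

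PN1a 1 and PN1a 2 had low immediate early genes, with a list mean of -2.39 and -2.31 against 0.07 to 0.89 in the other 9 samples, and log2 intensities of Il6 of 1.03 and 1.07 against 7.45 to 8.93. RNA degradation would raise the Gapdh 3'/5' ratio, which was 0.829 and 0.883, below all others (1.25 to 5.21). Fewer macrophages than in the other PN1a samples would lower the macrophage mean. It was 1.10 and 0.42 against 0.12 to 0.49 in PN1a 3, PN1a 4 and PN1a 5, so it was not lowered. The values argue against both. A difference in how the tissue or RNA was handled may account for it and cannot be told apart here, since 18S intensity, which depends on the RNA preparation, was 157 and 211 against 5.68 to 18.0 and no record of handling was used. The labels of PN1a 1 and PN1a 2 have another form than those of PN1a 3, PN1a 4 and PN1a 5.

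Among the genes and lists named here, 15 of 232 groups of samples held 1 sample far from the rest, where chance gives 11.6. In PN1a, sample 1 had a log2 intensity of 6.20 for Tyrobp (others 5.01 to 5.33) and 7.70 for Ctss (6.77 to 6.99) and a mean of 0.14 for housekeeping genes (-0.16 to -0.10). Sample 2 had 4.13 for Cxcl14 (4.87 to 5.12) and a mean of -0.27 for the anti-inflammatory list (0.27 to 0.37). Sample 3 had 4.89 for F7 (5.39 to 5.59), and sample 5 had 0.66 for Itgam (2.06 to 2.37) and a Gapdh 3'/5' ratio of 4.17 (0.829 to 1.75). In PN1b, sample 1 had 0 for Fgg (1.31 to 2.04), and sample 2 had a mean of -0.53 for cholesterol synthesis genes (-0.20 to -0.07). Sample 5 had 8.03 for Lamp1 (8.38 to 8.53), 6.26 for Nr4a1 (7.67 to 8.24) and a mean of 0.13 for immediate early genes (0.70 to 0.89). Sample 6 had 5.01 for Csf3r (5.14 to 5.21) and a Gapdh 3'/5' ratio of 5.21 (1.25 to 2.17).

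Lists outside those the paper discusses were called by camera. The median log2 fold change was -0.95 for lymph node stroma, -0.47 for basal and myoepithelial, 0.29 for fibroblast and extracellular matrix, -0.52 for endothelial, 0.34 for proliferation, 0.48 for cholesterol synthesis, -0.55 for p53 target and -1.50 for immediate early genes. With an estimated correlation none of these lists was called, with adjusted p from 0.0981 to 0.533.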

How the results depend on the processing

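No paired analysis was possible because the replicate numbers of PN1a and PN1b are only names. Leaving out PN1a 1 and PN1a 2, or PN1a 5 and PN1b 6, and the leave-outs for chromosomal windows and array batch were chosen after the data were seen. Probe sets higher and lower in PN1a (108 and 201) were 271 and 442 by the methods' t-test, 50 and 95 after its Benjamini-Hochberg adjustment, 12 and 19 with array batch as a block, 6 and 12 within batch 1, 58 and 104 with a random block (correlation 0.0744), 136 and 185 with quantile normalization repeated, 145 and 303 above the median level, 65 and 148 for log2(value + 16), 79 and 166 at 2-fold, and 148 and 284 with trend and robust. Leaving out 1 sample gave 44 to 182 higher and 79 to 377 lower, with 44 and 82 without PN1b 3, 47 and 84 without PN1b 4, 53 and 79 without PN1b 1, 61 and 133 without PN1b 2, 55 and 112 without PN1a 3, and 182 and 377 without PN1b 5, while the lower count was 113 without PN1a 1 and 129 without PN1a 2 and the higher count 69 without PN1a 4. PN1a 1 and PN1a 2 left out gave 85 and 82 (120 of the 309 among them), and with PN1a 5 and PN1b 6 left out both counts stayed within 1.5 times those of all samples. The causes were not tested. All 309 kept their sign within batch 1, with the block and without PN1a 1 and PN1a 2. For the 247 with complete separation of the groups the sign could not change, since the same samples are reused. The block gives the same log2 fold changes as batch 1, so these are not separate checks. Of the 309, 16 and 27 were called within batch 1 and with the block. The filter removed nothing, so its removal is void, and dropping the fold threshold changed no count. The median log2 fold change of all probe sets moved by under 0.1 with each scaling.

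Of the 28 lists 14 were called, 9 with fry in place of camera (7 of the 14, and fatty acid oxidation and housekeeping genes), 1 (the genes of Figure 2B, which the study chose on these samples) with an estimated correlation and 12 to 16 otherwise. The macrophage list was not called with an estimated correlation (adjusted p = 0.164) and was called in the 25 other alternatives, with medians of 0.45 to 1.15. With PN1a 1 and PN1a 2 left out the medians of chemokine ligands and endothelial markers reversed, to 0.85 and 0.054, and that of proliferation genes was 0.0025. Over all lists and alternatives but the estimated correlation, 651 of 700 values kept their side of the threshold, 24 lost the call and 23 gained it, and among named genes 3523 of 4024 kept it, 382 lost it, 119 gained it and none that was called reversed. Of the values that were never called, 82 had the other sign. The leading chromosomal window (0.95) was 1.93 with 9 genes, 1.16 within batch 1 and 1.22 over genes above the median. With 25 genes another window led, on chromosome 6, at -0.60, and the chromosome 8 window had 0.45 (permutation p = 0.23). Leaving out 1 sample gave -1.16 to 1.02, with chromosome 10 leading at -1.16 without PN1a 5 and -0.92 without PN1b 2 and chromosome 6 at -1.01 without PN1a 1, while the chromosome 8 window stayed between 0.80 and 1.06 (permutation p of 0.003 or less). The 77 probe sets called between PN1b batches were 0 to 22 with 1 sample left out.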

Differences from the paper's values

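The paper's text gives 635 transcripts that differ between PN1a and PN1b at a p under 0.01 by t-test and a fold change over 1.5, and limma with an adjusted p under 0.05 and a fold change of at least 1.5 called 309 probe sets. The thresholds differ. Among the alternatives set before the data were examined, the methods' t-test (713), probe sets above the median level (448), eBayes with trend and robust (432) and leaving out PN1b 5 (559) lie within 1.5 times the paper's count, and the others do not. The paper's Supplementary Table 2 holds 715 probe sets, and 309 were called here, while the methods' t-test and leaving out PN1b 5 come within 1.5 times and no other alternative does. The paper's table holds 272 higher in PN1a and 108 were called, with the methods' t-test and leaving out PN1b 5 (182) within 1.5 times and no other. The paper's table holds 443 lower in PN1a and 201 were called, with the methods' t-test, probe sets above the median level (303) and leaving out PN1b 5 (377) within 1.5 times, and no other.

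At the paper's own thresholds, the methods' t-test on the deposited values calls the same 715 probe sets as the paper's table, including 2 array controls, and all 309 of limma's calls are among them. The table prints each deposited value plus 1, and the t-test on those printed values calls 664. Counted by gene identifier the paper's table holds 671 entries, 251 higher and 420 lower.

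The paper states that Ccl2 and Csf1 were increased, in a sentence that does not name the assay. That sentence follows one that names the microarray, but whether it refers to these arrays is not stated. The log2 fold changes here were -1.52 and 0.05, and 0.88 for both, not called, with PN1a 1 and PN1a 2 left out, which was chosen after the values were seen. That alternative leaves 120 of the 309 called probe sets called.

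The paper states that several inflammatory chemokines were increased. Of 27 ligands, 9 had a log2 fold change above 0 and Ccl12 was called. With PN1a 1 and PN1a 2 left out, chosen after the values were seen, 19 were above 0 and the list was called higher.

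The paper names Ccr2 and Csf1r as significantly higher in PN1a. Their log2 fold changes match the paper's table, but the adjusted p from limma was 0.0572 and 0.0637, and the methods' t-test calls both. Csf1r was also called with the mean of its probe sets, above the median level and with trend and robust, and Ccr2 with centred samples, with trend and robust and without PN1a 2, PN1b 5 or PN1b 6. Ccr2 was also called with PN1a 5 and PN1b 6 both left out, chosen after the values were seen. Ccr1, Ptger3 and the paper's probe set of Mmp2, with adjusted p of 0.0561, 0.0580 and 0.0837, were also called by the methods' t-test and not by limma. Ptgds, Gas6, Cd68, Ccl12, Mmp10 and the paper's probe set of Csf3r were called by both.

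The paper describes the genes of Figure 2B as significantly higher in PN1a than in p53-null lesions too. In the paper's own table, 6 of their 14 probe sets have a p under 0.05 for that comparison, which was not analysed here.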

Other observations

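Of 27 fibroblast and extracellular matrix genes 5 rose and none fell (5 and none when adjusted over the list alone), with log2 fold changes of 2.32 for tenascin-C (Tnc) and 1.63 for Aebp1 (camera, adjusted p = 0.00709, and adjusted p = 0.530 with an estimated correlation), and the list's median was -0.20 within batch 1, where it was not called (adjusted p = 0.783), nor with array batch as a block (adjusted p = 0.775). Of 18 basal and myoepithelial markers 3 fell and none rose (7 and 1 when adjusted over the list alone). They are Trp63, a transcription factor of basal cells, at -1.55, and the contractile genes Myl9 at -1.51 and Tpm2 at -0.97 (camera, adjusted p = 5.0e-04, and adjusted p = 0.358 with an estimated correlation), with a list median of -0.21 within batch 1, where it was not called (adjusted p = 0.418), nor with array batch as a block (adjusted p = 0.435). Of 6 lymph node stroma markers Glycam1 and the vessel addressin Madcam1 (-0.82) fell (4 when adjusted over the list alone; camera, adjusted p = 0.00298, and adjusted p = 0.185 with an estimated correlation). None of 12 endothelial markers was called (2 were lower when adjusted over the list alone; camera, adjusted p = 0.00807, and adjusted p = 0.533 with an estimated correlation), and their list mean was -0.82 in PN1a 1 and -1.88 in PN1a 2 against 0.00 to 0.58 in the other 9 samples, and the list was not called without PN1a 2 (adjusted p = 0.188). Of 23 luminal markers the transcriptional regulator Cited1 rose by 1.88 (4 higher and 5 lower when adjusted over the list alone), with a median of -0.10 and a mean of 0.02 (camera, adjusted p = 0.757). The list mean was -1.10 in PN1a 1 and -0.18 to 0.59 in the others. With PN1a 1 and PN1a 2 left out, chosen after the data were seen, the list's median was 0.13 (camera, adjusted p = 0.0367). The luminal markers Gata3 and Muc1 were then called, at 2.08 and 1.99, and were not called over all samples. Among 13 milk protein genes Glycam1 was called and the median was 0.45 (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.114), which was called without PN1a 1 or PN1a 2 (adjusted p = 0.0116 and 0.0288). The adipocyte genes Acly, Thrsp and Lpl fell by 1.00, 1.33 and 1.81 among 21 (6 lower when adjusted over the list alone), with a median of -0.16 (camera, adjusted p = 0.270), and none of 16 skeletal muscle genes was called, over all probe sets or over the list alone (median -0.03, camera, adjusted p = 0.858). Without PN1b 3 or PN1b 4 none of Tnc, Aebp1, Trp63, Myl9, Tpm2, Madcam1, Cited1, Acly, Thrsp and Lpl was called, and leaving out any 1 sample except PN1b 5 ended the call of at least 1 of them (adjusted p = 0.0507 to 0.113 from limma). Within batch 1 and with array batch as a block none of these genes was called. Their log2 fold changes there were 2.37 for Tnc, 1.36 for Aebp1, -1.24 for Trp63, -1.04 for Myl9 and -0.45 for Tpm2. Madcam1 had -0.75, Cited1 1.55, Acly -0.68, Thrsp -0.87 and Lpl -1.76. Dimmer probe sets, none called, had 0.16 for Aebp1, -0.18 for Tpm2, 0.31 for Madcam1 and -0.66 for Lpl.

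Of 16 cholesterol synthesis genes Fdps and Idi1 rose by 1.80 and 0.76 (3 when adjusted over the list alone; camera, adjusted p = 1.8e-04, and adjusted p = 0.0981 with an estimated correlation), and the list mean was higher in every PN1a sample (exact permutation p = 0.00216). Of 26 proliferation genes the mitotic gene Spag5 rose by 1.09 (2 when adjusted over the list alone; camera, adjusted p = 3.9e-04, and adjusted p = 0.456 with an estimated correlation). The list mean was 0.65 in PN1a 1 and 0.93 in PN1a 2 and -0.38 to 0.06 in the other 9 samples. Of 13 p53 target genes Perp fell by 1.39 (4 lower when adjusted over the list alone; camera, adjusted p = 0.0164, and adjusted p = 0.371 with an estimated correlation), and the list mean was -0.87 in PN1a 1 and -1.11 in PN1a 2 against 0.09 to 0.44 in the other 9 samples. This list was not called without PN1a 2 (adjusted p = 0.0899), without both (median -0.08, adjusted p = 0.758), within batch 1 (adjusted p = 0.0840) or with array batch as a block (adjusted p = 0.0786). Of 15 immediate early genes Nr4a1 fell by 2.95 (12 lower when adjusted over the list alone; camera, adjusted p = 7.0e-06, and adjusted p = 0.358 with an estimated correlation), and without PN1a 1 and PN1a 2 the list's median was -0.50. None of 16 fatty acid oxidation genes was called (5 lower when adjusted over the list alone), with a median of -0.17 (camera, adjusted p = 0.0929). None of 9 housekeeping genes was called (1 lower when adjusted over the list alone), with a median of -0.05 (camera, adjusted p = 0.432). Without PN1b 3 or PN1b 4 none of Idi1, Spag5, Perp and Nr4a1 was called, and leaving out any 1 sample except PN1b 5 ended the call of at least 1 of them (adjusted p = 0.0507 to 0.0929 from limma), while Fdps was called without each. Within batch 1 and with array batch as a block none of these 5 genes was called. Their log2 fold changes there were 2.04 for Fdps, 0.85 for Idi1, 0.88 for Spag5, -1.14 for Perp and -2.22 for Nr4a1. Those of Fdps and Idi1 were no smaller than over all samples, and batch 1 compares 5 samples with 2. Other probe sets of Fdps had 1.85, 0.01 and -0.51.

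For markers that the paper measured by antibody, flow cytometry or qPCR in other samples, the transcripts in these glands had the following log2 fold changes, none of which passed the test. They were 1.23 for Adgre1, the gene of F4/80 (adjusted p = 0.112), 1.21 for Mrc1, the gene of CD206 (adjusted p = 0.0891), -1.10 for Tek, the gene of TIE2, 0.79 for Itgam and 0.19 for Msr1. T cell genes had -0.98 for Cd8b1 (adjusted p = 0.0527), -0.42 for Cd8a and -0.16 for Cd4. Epithelial genes had -1.25 for Krt8, -1.40 for Krt18, -0.39 for Krt14 and -0.21 for Itga6, and Mki67 had 0.60. Of genes used for macrophage phenotype, Il10 had 0.73, Vegfa 0.29, Tgfb1 0.72, Il12b 0.09, Nos2 0.56, Il6 -2.37 and Tnf 0.29. With 1 sample left out, Cd8b1 passed without PN1a 5 or PN1b 6 (adjusted p = 0.0436 and 0.0487) and Mrc1 without PN1b 5 (adjusted p = 0.0455). With PN1a 1 and PN1a 2 left out, chosen after the data were seen, Il10 had 1.92 (adjusted p = 0.0386) and Tnf 2.19 (adjusted p = 0.00730), while Il6 had 0.63, Krt8 -0.51, Krt18 -0.53, Tek -0.38, Mki67 0.14, Itga6 0.31, Vegfa -0.26, Tgfb1 0.21 and Il12b -0.09, none of them called. Dimmer probe sets had 1.08 for Msr1, -0.07 for Adgre1, -0.33 for Krt18 and -0.21 for Mki67. Adjusted p-values are from limma. Most of the paper's measurements of these markers also differ in time, cell type or comparison, so the values here do not test them. TIE2, CD206 and CD8 were compared on gated cells at a later time. The qPCR was of cultured macrophages, and the keratin and Ki67 stains of lesions compared clodronate with saline.

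On chromosome 8, before the stretch around Gas6, Irs2, Ing1 (1.22), Xab2 (2.73), Stxbp2 and Trappc5 were also called higher. The next windows of 15 neighbouring genes lay on chromosome 10, from Ndufa12 to Kitl, with a median of -0.88 (permutation p = 0.0012), and among immunoglobulin kappa genes of chromosome 6, with -0.75 (permutation p = 0.017). Taken as sets, chromosomes 17 and 3 were called higher and chromosomes 10 and 9 lower by camera, with medians of 0.12, 0.07, -0.24 and -0.20, and none with an estimated correlation (lowest adjusted p = 0.259). Between the 4 PN1b samples of batches 2 and 3 and the 2 of batch 1, 49 probe sets were higher and 28 lower in batches 2 and 3 with limma. The total of 77 was 4 without PN1b 1 or PN1b 3, 13 without PN1b 2 and 22 without PN1b 4. Leaving out PN1b 5 or PN1b 6 leaves 1 sample in batch 1, so those counts are not given.

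Other splits of the 11 samples into 5 and 6 were drawn 100 times, the real one included and without regard to array batch. The real split called 309 probe sets and the highest other split 0, so that 1 of 100 was as large. Chance can be excluded for the count among such splits, which do not separate group from array batch. For gene lists the real split called 14 and the highest other split also called 14. Of 100 splits 4 were as large, the real one included. With 100 of the 462 possible splits drawn, 4 of 100 lies too near 0.05 to exclude chance for the number of lists. Splits that mix the groups can call many lists. PN1a 2, PN1b 1, PN1b 2, PN1b 3 and PN1b 6 against the rest called 13. Others called few, down to 0 for PN1a 1, PN1a 4, PN1b 2, PN1b 3 and PN1b 4 against the rest. The number of called lists is thus a weak guide to the groups. Of the other 3 splits with 14, 1 sets PN1a 1 to PN1a 4 and PN1b 6, all of batch 1, against the rest, and the other 2 mix batches and groups.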
